# Nuclear lamina integrity is required for proper spatial organization of chromatin in *Drosophila*

**DOI:** 10.1038/s41467-019-09185-y

**Published:** 2019-03-12

**Authors:** Sergey V. Ulianov, Semen A. Doronin, Ekaterina E. Khrameeva, Pavel I. Kos, Artem V. Luzhin, Sergei S. Starikov, Aleksandra A. Galitsyna, Valentina V. Nenasheva, Artem A. Ilyin, Ilya M. Flyamer, Elena A. Mikhaleva, Mariya D. Logacheva, Mikhail S. Gelfand, Alexander V. Chertovich, Alexey A. Gavrilov, Sergey V. Razin, Yuri Y. Shevelyov

## Abstract

How the nuclear lamina (NL) impacts on global chromatin architecture is poorly understood. Here, we show that NL disruption in *Drosophila* S2 cells leads to chromatin compaction and repositioning from the nuclear envelope. This increases the chromatin density in a fraction of topologically-associating domains (TADs) enriched in active chromatin and enhances interactions between active and inactive chromatin. Importantly, upon NL disruption the NL-associated TADs become more acetylated at histone H3 and less compact, while background transcription is derepressed. Two-colour FISH confirms that a TAD becomes less compact following its release from the NL. Finally, polymer simulations show that chromatin binding to the NL can per se compact attached TADs. Collectively, our findings demonstrate a dual function of the NL in shaping the 3D genome. Attachment of TADs to the NL makes them more condensed but decreases the overall chromatin density in the nucleus by stretching interphase chromosomes.

## Abstract (web summary)

The role of the nuclear lamina (NL) in chromatin architecture is still poorly understood. Here, the authors provide evidence that disruption of the NL in *Drosophila* cells leads to overall chromatin compaction and repositioning from the nuclear envelope, whereas lamina-associated regions become less compacted and transcription within them is increased.

## Introduction

The nuclear lamina (NL)^1^ is a meshwork of lamins and lamin-associated proteins lining the nuclear envelope (NE). Several lines of evidence support the idea that the NL is a platform for the assembly of the repressive compartment in the nucleus. In mammals, nematode and *Drosophila*, the lamina-associated chromatin domains (LADs)^2–5^ contain mostly silent or weakly expressed genes^2–6^. Activation of tissue-specific gene transcription during cell differentiation is frequently associated with translocation of loci from the NL to the nuclear interior^4,7–11^. The expression level of a reporter gene is ~5-fold lower when it is inserted into LADs compared to inter-LADs^12^. Artificial tethering of weakly expressed reporter genes to the NL results in their downregulation thus indicating that contact with the NL may cause their repression^13–15^. Accordingly, many transcriptional repressors, including histone deacetylases (HDACs) are linked to the NL^16^. The high throughput chromosome conformation capture (Hi-C) technique has revealed the spatial segregation of open (DNase I-sensitive) and closed (DNase I-resistant) chromatin into two well-defined compartments^17^. Importantly, in mammalian cells, the DNase I-resistant compartment is strongly enriched with NL contacts^18,19^. Moreover, a whole-genome DNase I-sensitivity assay in *Drosophila* S2 cells indicated that LADs constitute the densely packed chromatin^20^. Additionally, super-resolution microscopy studies in Kc167 cells show that inactive chromatin domains (including Polycomb (Pc)-enriched regions) are more compact than active ones^21^.

The newly developed single-cell techniques demonstrate that LADs, operationally determined in a cell population, may be located either at the NL or in the nuclear interior in individual cells^19,22^. Surprisingly, the positioning of LADs in the nuclear interior barely affects the inactive state of their chromatin^22^. This raises the question as to whether contact with the NL makes the chromatin in LADs compact and inactive. However, few studies directly address this issue. It has been shown that lamin *Dm0* knock-down (Lam-KD) in *Drosophila* S2 cells decreases the compactness of a particular inactive chromatin domain^23^. Accordingly, the accessibility of heterochromatic and promoter regions has been shown to increase upon Lam-KD in *Drosophila* S2R^+^ cells^24^. However, the impact of the NL on the maintenance of the overall chromatin architecture remains mostly unexplored.

Here we show that upon loss of all lamins, the density of peripheral chromatin is decreased in *Drosophila* S2 cells leading to the slight overall chromatin compaction. At the same time, chromatin in LADs becomes less tightly packed which correlates with the enhancement of initially weak level of histone H3 acetylation and background transcription in these regions.

## Results

### Lam-KD in S2 cells results in general chromatin compaction

We have studied the effects of NL disruption on global chromatin architecture, histone acetylation and gene expression in *Drosophila*. To select an appropriate experimental model, we first analysed the presence of ubiquitous lamin Dm0 and tissue-specific lamin C proteins^25^ in several *Drosophila* cell lines by Western-blotting. Whereas the level of lamin Dm0 is similar in S2, Kc167, and OSC lines, lamin C is robustly present in Kc167 and OSC, but almost completely absent in S2 cells (Fig. 1a). Hence, to remove all lamins, we performed Lam-KD in S2 cells by RNAi (Fig. 1b) and stained the nuclei with anti-histone H4 antibody to visualise the bulk chromatin, and with anti-lamin-B-receptor (LBR^26^) antibody to visualise the NE (Fig. 1c and Supplementary Fig. 1a). Quantification of the fluorescence intensity along the nuclear diameter reveals a slight but statistically significant shift in the radial distribution of total chromatin from the NE towards the nuclear interior upon Lam-KD (Fig. 1d and Supplementary Fig. 1a). To validate this observation, we performed fluorescence in situ hybridization (FISH) with a probe from the cytological region *36C*, which was previously mapped as a LAD in the Kc167 cells^5^ (Fig. 1e). The radial position of this region is shifted towards the nuclear interior in Lam-KD S2 cells when compared to control cells (hereinafter treated with dsRNA against bacterial *lacZ* gene) (Fig. 1e). Notably, this observation agrees with previously published results^11^ which we reanalysed to demonstrate a shift in the radial position of two other loci (*22A* and *60D*) from the NE upon Lam-KD (Fig. 1f). Moreover, we observed an *en masse* chromatin compaction as a result of NL disruption, since the average volume of total chromatin, reconstructed by DAPI staining, is markedly diminished upon Lam-KD (Fig. 1g and Supplementary Fig. 1b). Remarkably, the average volume of nuclei, reconstructed by LBR-stained NE, was not affected by Lam-KD (Supplementary Fig. 1c). Taken together, these observations indicate that disruption of the NL results in general chromatin compaction and repositioning from the NE.

**Fig. 1:**
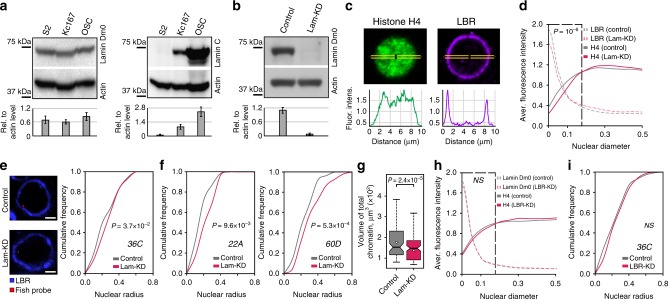
Chromatin is released from the NE and becomes denser upon Lam-KD in S2 cells. **a**, **b** Western-blot analysis of lamin Dm0 and lamin C protein levels in *Drosophila* cell lines (**a**), or in Lam-KD and control S2 cells (**b**). Band intensity quantitation is presented below. **c** A representative example of nuclei immunostained with antibodies against histone H4 and LBR. Fluorescence intensity along the yellow-framed zone was measured using ImageJ software. **d** Averaged fluorescence intensity profiles along the nuclear diameter in Lam-KD (*n* = 120) and control (*n* = 180) S2 cells immunostained with antibodies against histone H4 and LBR. *P* value for the framed region of histone H4 profiles was estimated in a Wilcoxon test. **e** Cumulative frequency of radial positions of the FISH probe located in the LAD from cytological region *36C* in Lam-KD (*n* = 175) or control (*n* = 175) S2 cells (right panel). *P* value was estimated in a Kolmogorov-Smirnov one-sided test. Representative examples of FISH signals in nuclei stained with anti-LBR antibody are shown on the left panels. Scale bar 1 µm. **f** Cumulative frequency of radial positions of FISH probes to cytological regions *22A* (left) or *60D* (right) in Lam-KD (*n* = 100 for *22A* and *n* = 99 for *60D*) or control (*n* = 115 for *22A* and *n* = 72 for *60D*) S2 cells. *P* value was estimated in a Kolmogorov-Smirnov one-sided test. Data for analysis were taken from ref. ^11^. **g** Total chromatin volume measured by DAPI fluorescence in Lam-KD (*n* = 125) or control (*n* = 83) S2 cells. *P* value was estimated in a Wilcoxon test. Thick black lines and white dots represent median and average values, upper and lower ends of boxplot show the upper and lower quartiles, the whiskers indicate the maximum and minimum values. **h** Averaged fluorescence intensity profiles along the nuclear diameter in LBR-depleted (LBR-KD, *n* = 120) or control (*n* = 120) S2 cells immunostained with antibodies against histone H4 and lamin Dm0. *NS* – non-significant difference (*P* > 0.05, Wilcoxon test). **i** Cumulative frequency of radial positions of the FISH probe to cytological region *36C* in LBR-KD (*n* = 150) or control (*n* = 150) S2 cells. *NS* – non-significant difference (*P* > 0.05, Kolmogorov-Smirnov one-sided test)

In mammalian cells, the presence of either lamin A/C or LBR is necessary for proper positioning of the heterochromatin at the nuclear periphery^27^. In contrast, in *Drosophila* S2 cells, where lamin C is not expressed (Fig. 1a), depletion of LBR does not notably affect chromatin positioning relative to the NE (Fig. 1h and Supplementary Fig. 1d). We confirmed this observation by FISH with the probe from the *36C* region examined upon Lam-KD. We found that this region is not repositioned relative to the NE upon LBR depletion (Fig. 1i). These results indicate that the main heterochromatin tethers are different in mammals and *Drosophila* with the lamin Dm0 providing the major impact on LAD attachment, at least in S2 cells.

### Lam-KD in S2 cells enhances weak transcription in LADs

To examine which genes are associated with the NL, we have used previously published lamin–DamID data for Kc167 cells^5,28^ that are closely related to S2 cells, are of a similar embryonic origin, and have highly correlated transcriptome profiles (Pearson’s *R* = 0.89)^29^. As we were not confident that LADs on the X chromosome occupy the same positions in the female Kc167 and in the male S2 cells^30^, we excluded X-chromosome from the downstream analysis. We hypothesised that upon Lam-KD, the detachment of LADs from the NE might result in the elevated expression of genes located therein. To test this hypothesis, we performed transcriptome profiling in control and Lam-KD S2 cells using RNA-seq (Supplementary Fig. 2a) and revealed 60 differentially expressed genes (40 up- and 20 downregulated genes) (Fig. 2a). However, the observed increase in gene expression (Supplementary Fig. 2b) does not correlate with the presence of promoters of differentially expressed genes specifically in LADs (*P* = 0.21, permutation test), thus suggesting that either an indirect effect of NL disruption or alterations in chromatin interactions in the nuclear interior are affecting transcription. 

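Poly(A)+ RNA was sequenced from S2 cells, a male Drosophila line of embryonic origin, treated with dsRNA against lamin Dm0 (Lam-KD) or against lacZ (control), with 2 biological replicates in each group. The methods give 4 days of dsRNA treatment, whereas the sample labels give 5 days. The authors mapped the reads to the dm3 genome and deposited expected counts for 15149 genes. These total 16607051 and 14727743 in the control replicates and 16121164 and 16415699 in the Lam-KD replicates. The paper states 8400000 to 9400000 reads per library, and the values here use the deposited counts. Why their totals exceed the stated reads is not known. The counts were rounded, genes at 0 in more than 2 of the 4 libraries were left out, and the remaining 10076 genes were normalized by TMM and tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Genes are given by their FlyBase identifiers, because the files do not pair them with names and only 135 identifiers could be matched to 1 symbol. Positions of genes relative to LADs, and the targeted gene Lam, are not analysed here.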

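The most clearly changed gene in the count tables, FBgn0031455, has no counts in the control replicates and 198 and 210 counts in the Lam-KD replicates (adjusted p = 0.0816, edgeR's quasi-likelihood test). The gene FBgn0002709 is at 44.8 ± 2.52 CPM (SD, n = 2) in control and 95.7 ± 1.76 CPM (SD, n = 2) in Lam-KD cells, a log2(FC) of 1.09 (SE 0.082, adjusted p = 0.139 in edgeR's quasi-likelihood test). FBgn0031454 goes from 26.9 ± 1.61 to 13.6 ± 0.593 CPM and FBgn0001942 from 2232 ± 207 to 1399 ± 9.34 CPM (SD, n = 2), with log2(FC) of -0.99 and -0.67 (adjusted p = 0.230 and 0.363 from the same edgeR test). FBgn0031454 has 419 and 413 counts in the control and 213 and 233 in the Lam-KD replicates, a loss close in size to the gain of FBgn0031455. The identifiers of these genes are consecutive, so the 2 changes may not be independent. Whether counts were assigned differently between these genes was not tested. The 4 genes named here were chosen after their values were seen, and edgeR's exact test and DESeq2 each call all 4. No gene passes an adjusted p of 0.05 in this test, while 528 genes are higher and 418 lower in Lam-KD at an unadjusted p under 0.05. The number of calls varies with the test and with the libraries that enter it. DESeq2 calls 19 genes higher and 16 lower, and edgeR's exact test 51 higher and 26 lower, with 34 genes called by both tools. The quasi-likelihood test calls 22 genes higher and 12 lower without Lam-KD replicate 1, 13 and 3 without Lam-KD replicate 2, and 20 and 14 with the replicate number as a block.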

We then analysed changes in total transcription inside and outside of LADs (i.e. in the inter-LADs). 

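Weakly expressed genes as a class have more RNA-seq counts in Lam-KD than in control cells. The median change of strongly expressed genes lies near 0 after TMM, a scaling that itself centres the bulk of genes there. With library totals the median log2(FC) of all tested genes is 0.039. The 3224 genes with a mean under 1 CPM together take 0.0701% ± 0.00508 of all counts in control and 0.0857% ± 0.00189 in Lam-KD cells (SD, n = 2), which is 1.22-fold more. Of these genes, 159 are at 0 in both control replicates and above 0 in both Lam-KD replicates, and 65 show the reverse. Among the genes that entered the test, the median log2(FC) is 0.17 for the 2240 genes under 1 CPM, 0.051 for the 1529 genes at 1 to 10 CPM, -0.0014 for the 4050 genes at 10 to 100 CPM and -0.0033 for the 2257 genes over 100 CPM. Both Lam-KD replicates lie above both control replicates for 545 of the 2240 genes under 1 CPM and below them for 283, where chance gives 16.7% each way. Over all 10076 tested genes the counts are 2285 above and 2039 below, and for the genes over 100 CPM 497 and 617. An excess over chance is thus not particular to weakly expressed genes. More genes above than below are found under 1 CPM and at 1 to 10 CPM (393 and 246), but not at higher expression. An exact permutation test of the summed share gives p = 0.33 (two-sided), which is the smallest p that 2 libraries against 2 allow. Weak expression stands here in place of location in LADs, since the genes were not placed on the genome, and most of these genes have few counts.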

Depletion of lamin Dm0 results in the moderate upregulation of the generally very weak background transcription in LADs (Supplementary Fig. 2c), but not in the inter-LADs (Fig. 2b, c).

**Fig. 2:**
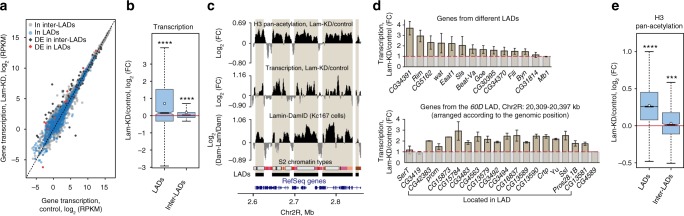
Nuclear lamina disruption leads to the increased H3 pan-acetylation and transcriptional upregulation in LADs. **a** Gene expression in Lam-KD and control S2 cells according to the RNA-seq data. Genes located in LADs and inter-LADs are designated by light-blue and light-grey circles, respectively. Differentially expressed (DE) genes, located in LADs and inter-LADs, are designated by black and red rectangles, respectively. **b** Changes of total transcription according to the RNA-seq data between Lam-KD and control S2 cells in LADs and in inter-LADs. **c** A representative screenshot from UCSC Genome Browser showing the Lamin–DamID profile in Kc167 cells^5^ and log_2_(FC) profiles of H3 pan-acetylation (according to ChIP-seq) and transcription (according to RNA-seq) in Lam-KD/control S2 cells. Chromatin annotation in S2 cells^40^, LAD annotation in Kc167 cells^28^, and RefSeq gene positions are shown below. **d** Changes in the transcription level in Lam-KD compared to control S2 cells by RT-PCR analysis for the randomly chosen genes from different LADs (top panel), and for all the genes from the *60D* LAD (bottom panel). In the bottom panel, genes *SerT, CG3419* and *CG4589* are located outside the LAD. Expression data of *Crtp*, *Yu*, *Ssl*, *Pros28.1B* and *CG13581* genes upon Lam-KD in S2 cells are from ref. ^11^. Error bars show SEM between two independent biological replicates. **e** Changes of H3 pan-acetylation according to ChIP-seq data between Lam-KD and control S2 cells in LADs and in inter-LADs. In panels (**b**, **e**), ****P < 0.0001, ***P < 0.001 in a Wilcoxon test. See Fig. 1g legend for description of boxplot elements

To confirm RNA-seq results, we applied RT-qPCR to analyse the transcription level of 14 randomly selected genes whose promoters are located in different LADs (Supplementary Table 1). Almost all of these genes are expressed in S2 cells at a very low level. 12 out of 14 genes appeared to be upregulated upon Lam-KD (~2 fold on average) when compared to control S2 cells (Fig. 2d, top panel). It has previously been shown that Lam-KD in *Drosophila* S2 cells results in increased DNase I sensitivity and the derepression of several testis-specific genes in the silent chromatin domain from the *60D* chromosomal region^11^. We found that all the genes located in this LAD are almost uniformly upregulated upon Lam-KD in S2 cells (Fig. 2d, bottom panel). Thus, NL disruption results in the partial derepression of chromatin in LADs leading to the increased background transcription.

It has been shown that pan-acetylation of histones H3 and H4 coupled with general DNase I-sensitivity was elevated in the *60D* LAD upon Lam-KD in S2 cells^23^. To check whether the repression of transcription in LADs may be caused by histone deacetylation, we determined histone H3 pan-acetylation level across the entire genome by chromatin immunoprecipitation (ChIP-seq) (Supplementary Fig. 2d). 

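Chromatin of control and Lam-KD S2 cells was immunoprecipitated with an antibody against pan-acetylated histone H3 and sequenced together with its input, with 2 biological replicates in each group. The authors mapped the reads to dm3, removed duplicates and deposited the counts of reads in 1-kb bins. The ChIP counts total 13093678 and 13100860 in the control replicates and 30005502 and 30004808 in the Lam-KD replicates, and the inputs hold 1997575 to 3512310 counts. The paper states 3100000 to 3400000 reads per library, and the values here use the deposited counts. Counts were divided by the library total (CPM per kb), and the change of a region is the mean of its 4 log2 ratios of a Lam-KD to a control replicate. Bins of 20 kb on the autosomes were also tested with edgeR's quasi-likelihood test with library totals as offsets. Scaling by TMM instead shifts the mean log2 ratio of every region by -0.15, so that the direction of a change within this size depends on the scaling. Removing duplicates allows at most 2148 distinct reads per 1-kb bin, and bins over 50% of this limit hold 5.53% and 5.72% of the counts in the control and 14.8% and 12.8% in the Lam-KD libraries.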

We found that the general level of histone H3 acetylation is markedly elevated in LADs, but not in the inter-LADs upon Lam-KD when compared to control cells (Fig. 2c, e). Thus, we suggest that a fraction of HDACs associated with the NL^31,32^ may be at least partially responsible for the low level of histone H3 acetylation and for the transcriptional repression in LADs making their chromatin less accessible for spurious binding by *trans*-acting factors.

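Upon Lam-KD the level of H3 acetylation is higher in regions covered by LADs and lower in most regions nearly free of LADs. In the 60 TADs and inter-TADs with a LAD coverage of at least 0.8 the median level of H3 acetylation is 4.37 ± 0.0194 CPM per kb (SD, n = 2) in control and 5.09 ± 0.155 in Lam-KD cells, with a median log2(FC) of 0.24 over the regions. It is higher in 59 of these regions. In the 135 regions with a LAD coverage of at most 0.1 the level goes from 12.9 ± 0.194 to 11.7 ± 0.20 CPM per kb, with a median log2(FC) of -0.085, and 85 regions are lower. These regions pool TADs and inter-TADs, which can move apart. The median is 0.075 in the TADs of group A (Fig. 3d, median LAD coverage 8.05%, 47 of 69 higher). It is -0.11 in the inter-TADs (6.38%, 116 of 146 lower). Across regions the two-sided Wilcoxon test gives p = 1.8e-11 for the LAD-covered (n = 60) and p = 0.00427 for the LAD-poor regions (n = 135), and with the libraries as replicates the rotation test fry of limma gives adjusted p = 0.0117 for each. Scaled by TMM, the medians are 0.085 and -0.24, and after a correction for the duplicate limit 0.18 and -0.044. Bins of 20 kb in these regions were also matched by their control level. Over 7 levels, 0.010 of a log2 difference of 0.25 between LAD-covered and LAD-poor bins is left. At the highest of these levels the difference is 0.10. The 60D LAD (dm3, 2R from 20309001 to 20397000) has a log2(FC) of 0.25 with ratios of 0.20 to 0.29, against 0.16 in its input. For the 3R region of Supplementary Fig. 2c (23130001 to 23360000) log2(FC) is 0.26, and for the 2R region of Fig. 2c (2600001 to 2870000) it is -0.0020. Of 4818 bins of 20 kb, 2507 are higher and 500 lower at an adjusted p under 0.05 in edgeR's quasi-likelihood test. The same test calls 62 bins higher and 906 lower with TMM, 0 higher and 16 lower without control replicate 2, and DESeq2 calls 0 higher and 1091 lower. The paper proposes that a fraction of the histone deacetylases at the NL may be at least partially responsible for the low level of H3 acetylation in LADs.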

### Lam-KD in S2 cells leads to decompaction of inactive TADs

To explore genome-wide effects of NL disruption on the spatial organization of chromatin, we applied the Hi-C technique^17^ to control and Lam-KD S2 cells and identified topologically-associating domains (TADs)^33–35^ (Fig. 3a) using previously described two-step procedure^36^. 

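Chromatin contacts of control and Lam-KD S2 cells were captured by Hi-C after digestion with HindIII-HF, with 2 biological replicates in each group. The authors mapped the reads to dm3, corrected the maps by ICE and deposited 20-kb maps of each replicate and the merged map of each group, whose values are a corrected contact signal. Corrected contacts total 8766226 and 9252462 in the control replicates and 9619020 and 10339906 in the Lam-KD replicates, of which 87.1% to 88.0% lie within chromosome arms. The paper gives the depth as sequenced read pairs, and the values here use the corrected contacts. Before comparison each map was scaled to 5000000 contacts within arms, since the maps differ in their totals. ACF is the mean contact of all pairs of bins at least 2 bins apart inside a TAD without its boundary bins, and its change is the mean of the 4 log2 ratios of a Lam-KD to a control replicate. The 277 TADs, their groups and the 146 inter-TADs are those of the paper's Source Data, for which the paper kept TADs with at least 3 of the 4 ratios of the same sign. TADs were also called on each map, with the paper's scaling parameters of 1.12 for control and 1.2 for Lam-KD.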

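Across all pairs of bins on 2L, 2R, 3L and 3R, Pearson's r is 0.981 to 0.985 between the replicates of a group and 0.979 to 0.983 between a control and a Lam-KD replicate. Pairs of bins are not independent. After each contact is divided by the mean at its distance, the mean r is 0.106 within groups and 0.104 between groups.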

The strong similarity between Hi-C map data obtained in this work with that previously published for S2 cells^37^ (Supplementary Fig. 3a), as well as the high correlation between Hi-C replicates (Supplementary Fig. 3b) demonstrates the high quality and reliability of the data. Furthermore, in agreement with the conservation of TAD boundaries in unrelated *Drosophila* cell types^36,38^ and upon different biological conditions^39^, pairwise comparison of TAD positions between Lam-KD and control cells does not show statistically significant alterations (Supplementary Fig. 3c). 

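TADs called on the maps of control and Lam-KD cells mostly share their borders. The merged maps hold 618 TADs in control and 623 in Lam-KD cells. With borders allowed to differ by 1 bin, 91.2% of TAD positions are shared between the merged maps. Replicates of the same group share 91.8% to 92.1%, and a control and a Lam-KD replicate share 88.0% to 90.2%. Every pair of a control and a Lam-KD replicate thus shares fewer TADs than the replicates of either group. With only 2 replicates in each group this difference was not tested.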

We conclude that NL disruption in S2 cells does not affect the overall TAD profile genome-wide. This allows us to compare the average contact frequency (ACF, see Methods) within each TAD between control and Lam-KD S2 cells. We argue that differences in ACF should reflect changes in the physical density of a TAD.

**Fig. 3:**
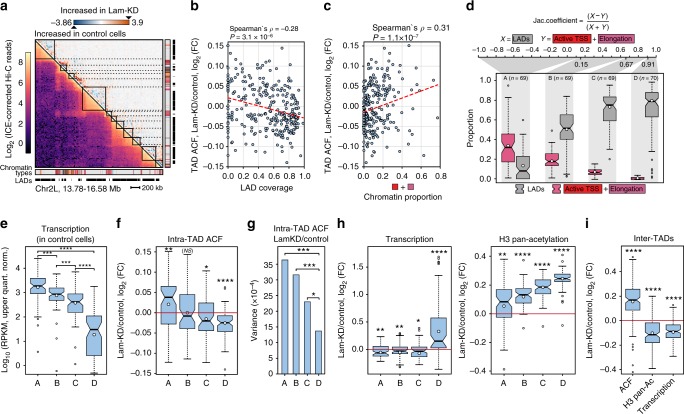
TADs respond differentially to NL disruption. **a** Hi-C map showing a total chromatin interaction profile (left half of the map), or subtraction map (Lam-KD - control) (right half of the map) at a 2.8-Mb region of chromosome 2 L. Chromatin annotation in S2 cells^40^ and LADs annotation in Kc167 cells^28^ are shown below. **b**, **c** Dependence of intra-TAD ACF changes upon Lam-KD on the LAD coverage (**b**), or on the proportion of “red” and “purple” chromatin types^40^ (**c**) within these TADs. Trend line is in red. **d** Separation of TADs into four groups according to the Jaccard similarity coefficient. Box plots show the proportion of active chromatin (“red” (active TSS) plus “purple” (elongation) chromatin types^40^) and LAD coverage^28^ within each group. **e** Transcription level in the four groups of TADs according to RNA-seq in control S2 cells. **f** Changes of intra-TAD ACF between Lam-KD and control cells in the four groups of TADs. **g** Variances of log_2_(FC) of the intra-TAD ACF upon Lam-KD compared to control cells in the four groups of TADs. ***P < 0.001, *P < 0.05 in a Levene’s test. **h** Changes of total transcription (left panel) and H3 pan-acetylation (right panel) levels between Lam-KD and control cells in the four groups of TADs. **i** Changes of ACF values, H3 pan-acetylation and total transcription in the inter-TAD regions between Lam-KD and control cells. See Fig. 1g legend for description of boxplot elements represented on panels (**d**–**f**), (**h**) and (**i**). In panels **e**, **f**, **h**, **i**, ****P < 0.0001, ***P < 0.001, **P < 0.01, *P < 0.05, NS non-significant difference (*P* *>* 0.05) in a Wilcoxon test

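Among the paper's TADs, those with more LAD coverage lose more ACF upon Lam-KD. Across the 277 TADs Spearman's rho between LAD coverage and the log2(FC) of ACF is -0.257 (Pearson's r = -0.277, permutation p = 3.0e-05, adjusted p = 1.0e-04 over 21 relations). Each single ratio of a Lam-KD to a control replicate gives a negative rho, from -0.168 to -0.299. TADs are not independent replicates, and the p-value refers to TADs, not to cultures. The TADs were kept by the sign of the same ratios, and LAD coverage was not computed for domains called without that choice.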

Figure 3b shows a clear negative trend between LAD coverage within a TAD and intra-TAD ACF changes upon Lam-KD relative to control cells. This trend is absent when LAD coverage is plotted against ACF variability between control replicates (Supplementary Fig. 3d). 

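Between the control replicates the log2 ratio of ACF has a Spearman's rho of 0.0956 with LAD coverage (permutation p = 0.110, adjusted p = 0.178). With contacts divided by the mean at their distance the rho is 0.126 (permutation p = 0.0349). The ratio between the Lam-KD replicates has a rho of 0.169 with LAD coverage (adjusted p = 0.00903 over the same family of relations), of the opposite sign to that of Lam-KD over control. With the proportion of red plus purple chromatin, the ratio between the control replicates has a rho of -0.157 (adjusted p = 0.0153).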

Remarkably, the opposite trend is revealed between intra-TAD ACF changes and the proportion of “red” plus “purple”, but not “coral” plus “brown” active chromatin types (according to 9-type chromatin annotation in S2 cells^40^; Fig. 3c and Supplementary Fig. 3e). 

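Across the paper's 277 TADs the log2(FC) of ACF rises with the proportion of red plus purple chromatin, with a Spearman's rho of 0.292 (permutation p = 1e-05, the smallest that 100000 resamples give, adjusted p = 4.2e-05). These TADs were kept by the sign of the same ratios. With control H3 acetylation rho is 0.198 in these TADs, but -0.102 (permutation p = 0.0724) in 312 domains called here without that choice. Chromatin types were not computed for those domains. The single ratios give 0.230 to 0.317, and boundary bins kept give 0.476. For brown plus coral chromatin rho is -0.0693 (permutation p = 0.249, adjusted p = 0.327), with Pearson's r of -0.164. Its sign is not fixed, since rho is 0.0230 with boundary bins kept and 0.0293 with contacts divided by the mean at their distance. The difference between the chromatin types was not tested.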

To simultaneously account for the LAD coverage and the proportion of “red” plus “purple” chromatin types, we calculated the Jaccard coefficient between these two metrics for each TAD. Based on this, we then divided the ranked TADs into four equal-sized groups A, B, C and D (Fig. 3d), with TADs in group A being relatively enriched in active chromatin and depleted of LADs, and TADs in group D being depleted of active chromatin and enriched in LADs. Consistent with chromatin type annotation, transcription level in control S2 cells appears to be highest in TADs from group A, and lowest in TADs from group D (Fig. 3e).

Strikingly, we observed the opposite changes of ACF values upon Lam-KD in the TADs from groups A and D having polar metrics. ACF values are increased in the TADs from group A containing the highest proportion of active chromatin and the lowest LAD coverage and are decreased in the TADs from group D with the lowest proportion of active chromatin and the highest LAD coverage (Fig. 3f). 

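In the 69 TADs of group A, with a median LAD coverage of 8.05% and 31.9% red plus purple chromatin, the median log2(FC) of ACF is 0.047, and ACF is higher in 43 TADs. In the 70 TADs of group D, with a median of 78.1% LAD coverage and of 0% red plus purple chromatin, it is -0.037, and ACF is lower in 55 TADs. The median ACF goes from 143 to 147 scaled contacts in group A and from 128 to 126 in group D. All 4 ratios of a Lam-KD to a control replicate have the same sign, from 0.033 to 0.043 in group A and from -0.049 to -0.017 in group D, while the ratio of the control replicates is 0.0092 and 0.024. Across TADs the two-sided Wilcoxon test gives p = 0.00746 for group A (n = 69) and p = 4.4e-08 for group D (n = 70), and the medians differ by 0.084 (permutation p = 1e-05, the smallest possible). With the maps as replicates fry gives adjusted p = 0.0724 for group A and 0.128 for group D, and limma calls none of the 277 TADs, with 78 at an unadjusted p under 0.05, but 65 TADs with contacts divided by the mean at their distance. In 312 domains called here without a choice by ratios, the median is below 0 at each of 4 levels of H3 acetylation (-0.058 to -0.044). These are the domains on the autosome arms that are large enough for ACF without their boundary bins. The paper's TADs ranked in this way are also below 0 at each level (-0.035 to -0.013), so the ranking does not isolate group A. The median of group D is -0.019 without control replicate 1, -0.015 with boundary bins kept and -0.084 with contacts divided by the mean at their distance. Group A is no longer past the threshold with contacts divided by the mean at their distance (log2(FC) 0.035, p = 0.0763, n = 69), and in maps not scaled to equal contacts the median is 0.19 for group A and 0.11 for group D.

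**Figure D1:**
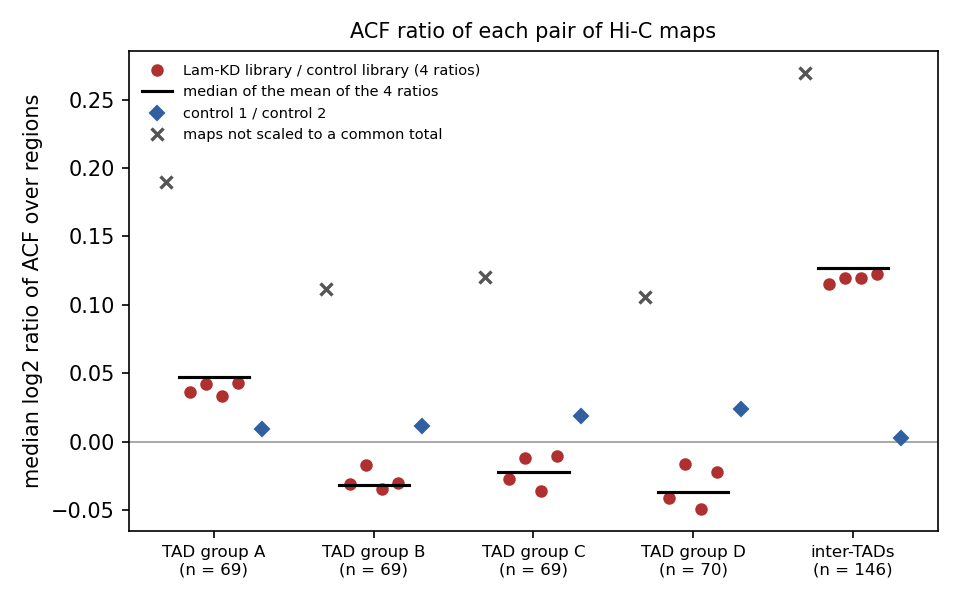
Median log2(FC) of ACF in the TAD groups A to D and in the inter-TADs. Red dots are the 4 ratios of a Lam-KD to a control replicate, the black bar is the median of their mean, the blue diamond is the ratio of the control replicates and the grey cross is the value in maps that were not scaled. The red dots lie above 0 in group A and below 0 in group D, where the grey cross is above 0.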

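In group B, with a median LAD coverage of 51.5% and 17.4% red plus purple chromatin, the median log2(FC) of ACF upon Lam-KD is -0.031, and ACF is lower in 45 of 69 TADs (two-sided Wilcoxon test, n = 69, p = 1.2e-04). In group C, with 73.1% LAD coverage and 6.33% red plus purple chromatin, it is -0.022, and ACF is lower in 46 of 69 TADs (n = 69, p = 6.2e-04). The 4 ratios are -0.035 to -0.017 in group B and -0.036 to -0.011 in group C. With boundary bins kept the medians are -0.0060 (p = 0.536) and -0.0029 (p = 0.180), and with ACF as the median of bin pairs -0.036 (p = 0.576) and -0.043 (p = 0.0601, n = 69 TADs in each group). With contacts divided by the mean at their distance they are -0.052 and -0.071, and group C has -0.036 without control replicate 2. In maps that are not scaled both groups are above 0 (0.11 and 0.12), and fry on the scaled maps gives adjusted p = 0.104 for group B and 0.128 for group C.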

TADs from groups B and C, which preserve (group B) or slightly decrease (group C) their ACFs upon Lam-KD (Fig. 3f), likely represent the mixture of chromatin increasing and decreasing its density. In support of this idea, the variance of ACF changes is the lowest within group D TADs (Fig. 3g) which strongly correspond to LADs, when compared to other groups containing the mixture of active and inactive chromatin types (Fig. 3d).

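Over TADs the variance of the log2(FC) of ACF is 0.00247 in group D, 0.00336 in group B, 0.00511 in group C and 0.00964 in group A. Levene's test gives p = 1.3e-06 for group A (n = 69) against group D (n = 70), a ratio of variances of 3.90. The ratio to group D is 2.07 for group C (p = 0.0267) and 1.36 for group B (p = 0.0647, n = 69 in each), so that groups B and D are not distinguished by this test.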

Consistent with the transcriptional derepression in LADs (Fig. 2a, b), the overall level of transcription is markedly elevated in the group D TADs upon Lam-KD when compared to control cells (Fig. 3h, left panel). In contrast, TADs from group A demonstrate a weak decrease in transcription upon Lam-KD. Moreover, we found that upon Lam-KD, the histone H3 acetylation level is enhanced in TADs in a strong quantitative manner dependent on their LAD coverage (Supplementary Fig. 3f), with the most pronounced increase of acetylation observed in the group D TADs (Fig. 3h, right panel).

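H3 acetylation gains more in TADs with more LAD coverage. The groups with more LAD coverage also have less H3 acetylation in control cells. Most of the difference between LAD-rich and LAD-poor 20-kb bins follows this level, since 0.010 of 0.25 in log2 is left after matching by it. Group D rises from 4.27 ± 0.0828 CPM per kb (SD, n = 2) in control to 5.04 ± 0.00731 in Lam-KD cells, a median log2(FC) of 0.25 that is positive in 69 of 70 TADs. In group C the level goes from 4.93 to 5.50 CPM per kb (log2(FC) 0.19, 68 of 69 TADs higher), in group B from 6.49 to 7.08 (0.13, 67 of 69 TADs) and in group A from 8.01 to 8.59 (0.075, 47 of 69 TADs, and 0.046 without Lam-KD replicate 2). For group D the 4 ratios are 0.22 to 0.29 and the control replicates differ by 0.053. Wilcoxon tests across TADs give p = 3.9e-13 for group D (n = 70) and p = 7.1e-04 for group A (n = 69), and fry gives adjusted p = 0.0150 for group D. Spearman's rho of the change is 0.447 with LAD coverage and -0.722 with red plus purple chromatin (permutation p = 1e-05 and adjusted p = 2.0e-05 for each, over 6 relations across TADs). The ratio of the control replicates has a rho of 0.252 with LAD coverage and -0.452 with red plus purple chromatin. With TMM groups A and B turn below 0 (-0.080 and -0.023) while groups C and D stay above 0 (0.030 and 0.097), and with the stricter choice of TADs, in which all 4 ACF ratios have the same sign, group A has 0.035 and no longer passes the Wilcoxon test.

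**Figure D2:**
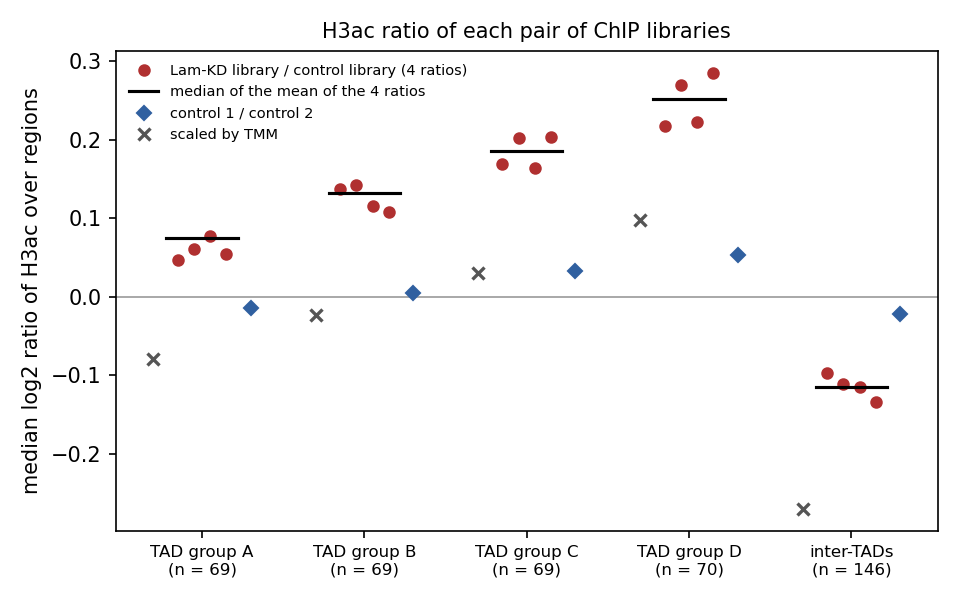
Median log2(FC) of H3 acetylation in the TAD groups A to D and in the inter-TADs, with counts divided by library totals. Red dots are the 4 ratios of a Lam-KD to a control replicate, the black bar is the median of their mean, the blue diamond is the ratio of the control replicates and the grey cross is the value with TMM. The black bar goes from 0.075 in group A to 0.25 in group D, and the grey cross is below 0 in groups A and B.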

We then asked how Lam-KD influences ACF, transcription and histone H3 acetylation in the inter-TADs which represent the most active genome regions^36^. 

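The 146 inter-TADs, with a median LAD coverage of 6.38% and 50.6% red plus purple chromatin, have a median ACF of 59.9 scaled contacts in control and 66.9 in Lam-KD cells, 1.09-fold by the median ratio. The median log2(FC) is 0.13, and ACF is higher in 133 inter-TADs. All 4 ratios lie between 0.11 and 0.12, whereas the ratio of the control replicates is 0.0022, and maps that are not scaled give 0.27. The two-sided Wilcoxon test across inter-TADs gives p = 2.4e-20 (n = 146) and fry gives adjusted p = 0.00907. limma calls 57 inter-TADs higher and 2 lower at an adjusted p under 0.05. The transcription of inter-TADs is not analysed here, since the genes were not placed on the genome.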

In agreement with the observations for the group A TADs, we found an increase of ACF and a decrease in transcription within inter-TAD regions upon Lam-KD (Fig. 3i). However, contrary to group A TADs, total histone H3 acetylation level appears to be decreased upon Lam-KD in the inter-TADs (Fig. 3i).

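H3 acetylation of the inter-TADs falls from 14.4 ± 0.0223 CPM per kb (SD, n = 2) in control to 13.3 ± 0.265 in Lam-KD cells. The median log2(FC) is -0.11, with ratios from -0.13 to -0.096, and 116 of 146 inter-TADs are lower (two-sided Wilcoxon test across inter-TADs, n = 146, p = 1.5e-16). It is -0.27 with TMM and -0.071 after a correction for the duplicate limit. From its findings taken together, the paper infers that upon NL disruption chromatin is packed more densely in active and less densely in inactive regions.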

Collectively, these findings indicate that upon NL disruption, chromatin becomes more densely packed in the active, and less densely packed in the inactive genomic regions.

### Lam-KD in S2 cells impairs spatial chromatin segregation

In mammals, TADs belonging to the same epigenetic type (active or inactive) tend to interact with each other across large genomic distances, thus partitioning the interphase chromatin into A and B compartments^17^. The molecular mechanisms driving such interactions are largely unknown, but a role for the NL has been suggested^6^. To identify chromatin compartments in control and Lam-KD S2 cells, we applied principal component analysis (PCA), which is commonly used for compartment calling^17^. 

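PC1 was computed for each chromosome arm from the correlation matrix of the merged control map, each contact divided by the mean at its distance, and its sign was set so that PC1 rises with H3 acetylation. PC1 is above 0 in 4785 bins of 20 kb and below 0 in 1156 bins on 2L, 2R, 3L, 3R, 4 and X. Contacts were then averaged over 20 classes of bins ranked by PC1 within 2L, 2R, 3L, 3R and X, of which 16 classes have a PC1 above 0 (A compartment) and 4 below 0 (inactive chromatin). The value of a pair of classes is its log2 contact enrichment over that expected from distance. How PC1 is computed sets the size of the inactive class. Without centring 666 bins are below 0, and 1898 bins when PC1 is taken from the observed over expected contacts themselves.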

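In control cells PC1 follows H3 acetylation along the chromosome arms. Spearman's rho of PC1 with the control H3 acetylation of 20-kb bins is 0.611 to 0.805 on 2L, 2R, 3L, 3R and X, and 0.293 on the short chromosome 4. The median H3 acetylation is 6.82 CPM per kb in the 4746 bins with PC1 above 0 and 3.24 CPM per kb in the 1133 bins with PC1 below 0, 2.1-fold apart. The sign of PC1 was set by this mark, so the direction of the relation is given by construction and its size is not. Transcription per bin is not analysed here.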

The first principal component (PC1) profile clearly correlates with the transcription profile, where the positive values of PC1 correspond to the transcriptionally active loci (Fig. 4a and Supplementary Fig. 4a and b). Surprisingly, and contrary to the findings in *Drosophila* embryos^35^, the spatially distant interactions in control S2 cells appear to be enhanced, relative to those expected, for only the genomic regions with a PC1 > 0, i.e. within the active A compartment (Fig. 4b). 

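In control cells contacts are enriched within the A compartment, with a mean log2 enrichment of 0.146 ± 0.000589 (SD, n = 2), and highest among the 4 classes with the highest PC1, at 0.958 ± 0.00747. Within the inactive chromatin the mean is -0.132 ± 0.0209, below the level expected from distance. Contacts between the A compartment and inactive chromatin are depleted, at -0.436 ± 0.000279. With PC1 from the observed over expected contacts the means are 0.293 within A and -0.436 within inactive chromatin.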

To verify that this is not due to technical problems in our analysis, we applied PCA to the previously published Hi-C data^35^ and confirmed the existence of A and B compartments in the embryos (Supplementary Fig. 4c). 

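Contacts within the A compartment fall upon Lam-KD. Their mean log2 enrichment goes to 0.128 in Lam-KD cells, a change of -0.017 with ratios from -0.019 to -0.016, against 0.00083 between the control replicates. Of 136 pairs of classes 90 are lower (two-sided Wilcoxon test over pairs, n = 136, p = 1.3e-05). Pairs share their classes and maps and are not independent, so the p-values over pairs do not refer to cultures. No test of these contacts used the maps as replicates. The fall rests on how PC1 is computed, since it is -0.0025 and no longer past the threshold when PC1 is not centred and -0.030 with PC1 from the observed over expected contacts. Among the 4 classes with the highest PC1 the enrichment falls to 0.895, a change of -0.063. Within inactive chromatin the change is 0.0068, with 7 of 10 pairs higher (exact Wilcoxon test, p = 0.557) and ratios from -0.016 to 0.030, so that it does not exceed the difference of the control replicates. It turns to -0.0080 without control replicate 1, to -0.0015 without Lam-KD replicate 1 and to -0.046 when PC1 is not centred. With classes from the PC1 of Lam-KD cells it is 0.14 (p = 0.00195), and with PC1 from the observed over expected contacts 0.052 (p = 1.9e-06, exact Wilcoxon tests).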

Upon Lam-KD in S2 cells, interaction frequency is markedly decreased within the A compartment and is increased for the regions with a PC1 < 0, i.e. within the inactive chromatin (Fig. 4c and d and Supplementary Fig. 4d). Importantly, we observed the notable gain of interactions between A compartment and the rest of the genome upon Lam-KD (Fig. 4d). These results indicate that NL disruption leads to partial “blurring” of chromatin compartmentalisation.

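Contacts between the A compartment and inactive chromatin rise to a mean log2 enrichment of -0.360 ± 0.00177 (SD, n = 2) in Lam-KD cells, which is a change of 0.077. All 64 pairs of classes are higher (two-sided Wilcoxon test over pairs, n = 64, p = 3.5e-12), although pairs that share classes and maps are not independent. With classes from the PC1 of Lam-KD cells the change is 0.033. The 4 ratios are 0.075 to 0.078 and the control replicates differ by 0.00039. Between the 4 classes with the lowest and the 4 with the highest PC1 the enrichment goes from -0.559 to -0.474. The paper reads its results on contacts within and between the A compartment and inactive chromatin as a partial blurring of compartmentalisation.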

**Fig. 4:**
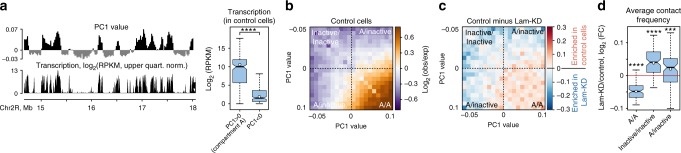
NL disruption partially impairs spatial segregation of active and inactive chromatin. **a** A representative screenshot from the UCSC Genome Browser showing correspondence between the positive PC1 values and the transcriptionally active genome regions. Box plots show transcription level in 20-kb genomic bins possessing positive (*n* = 4073) and negative (*n* = 1868) PC1 values. **** – *P* < 0.0001 in a Wilcoxon test. **b** Heatmap showing log_2_ values of contact enrichment for the intra-chromosomal contacts in the control cells between genomic regions as a function of their PC1 values (saddle plot). **c** Subtraction of saddle plots in Lam-KD cells from that in control cells. **d** Changes of averaged contact frequency between and within active and inactive fractions of chromatin in Lam-KD compared to control cells. ****P < 0.0001, ***P < 0.001 in a Wilcoxon test. See Fig. 1g legend for description of boxplot elements represented on panels (**b**) and (**d**)

### Chromatin density is decreased upon TAD release from the NE

One of the most striking observations of our study is the decrease of chromatin density in a fraction of NL-attached TADs upon their release from the NE. To confirm this observation by an alternative approach, we performed two-colour FISH using a pair of probes positioned at the borders of a long TAD/LAD which is located at the cytological region *36C* and which reduces its ACF upon Lam-KD (Fig. 5a). 

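The TAD at 36C lies on 2L from 16840001 to 17360000 (dm3) in group C and has a LAD coverage of 78.1%. Its ACF is 48.0 ± 0.397 scaled contacts (SD, n = 2) in control and 48.0 ± 0.358 in Lam-KD cells, a log2(FC) of 0.0017, with 1 of 4 ratios below 0, and -0.0029 as the median of bin pairs, with 2 of 4 below 0. After each contact is divided by the mean at its distance, ACF is 2.05 ± 0.0282 in control and 1.96 ± 0.0195 in Lam-KD cells, with a log2(FC) of -0.067 and all 4 ratios below 0. The scaled contact between the bins of the FISH probes is 34.4 ± 7.60 in control and 36.2 ± 5.54 in Lam-KD cells (SD, n = 2). Its log2(FC) of 0.083 lies within the spread of the replicates. The H3 acetylation of this TAD goes from 3.51 ± 0.174 to 4.26 ± 0.256 CPM per kb, a log2(FC) of 0.28 (0.13 with TMM). A single TAD with 2 replicates in each group allows no test below p = 0.33 by exact permutation.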

We found that the inter-probe distances in this TAD normalised to the nuclear radius (radial-normalised distance, RND) are increased upon Lam-KD compared to those in control cells (Fig. 5b), thus indicating that the chromatin density of this TAD decreases. Moreover, in a fraction of untreated S2 cells, where both FISH probes are confined within the shell adjoining to the NL, the RND between probes are smaller than between probes located more distally from the NE (Fig. 5c). Thus, detachment from the NL appears to be sufficient for LAD decompaction even if the NL is intact.

**Fig. 5:**
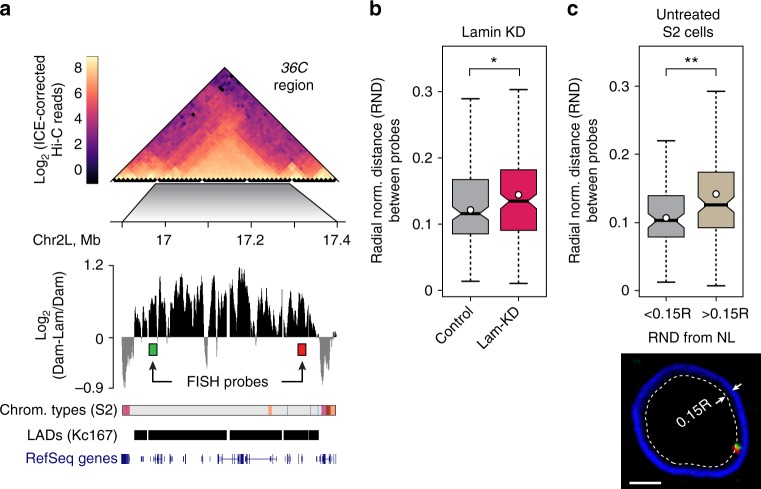
Chromatin density is decreased in a TAD following its detachment from the NE. **a** Genomic region *36C* carrying probes for two-colour FISH analysis. The Hi-C map from untreated S2 cells, lamin–DamID profile from Kc167 cells^5^, the occupancy of 9 chromatin types from S2 cells^40^, LAD annotation from Kc167 cells^28^, and RefSeq gene positions are shown. **b** Radial-normalised distance (RND) between two FISH probes in Lam-KD (*n* = 175) and control (*n* = 175) S2 cells. *P < 0.05 in a Kolmogorov-Smirnov one-sided test. **c** RND between two FISH probes in the untreated S2 cells. RND < 0.15, *n* = 84, RND > 0.15, *n* = 124. **P < 0.01 in a Kolmogorov-Smirnov one-sided test. A representative example of two-colour FISH signals (red and green) in a nucleus stained with anti-LBR antibody is shown below. Nuclear shell of 0.15 R width (R nuclear radius) where the signals are in visible contact with the NL is outlined by the dotted line. Scale bar 1 µm. See Fig. 1g legend for description of boxplot elements represented on panels (**b**, **c**)

### NL is able to mechanically compact LADs

To find out whether it is an inherent feature of the chromatin in LADs to become loosely packed after the detachment from the NL, we performed polymer modelling of chromatin-NE interactions. We employed dissipative particle dynamics (DPD)-based simulation of a model polymer (MP) whose folding pattern closely recapitulates formation of globular chromatin domains (such as TADs and LADs) built up from non-acetylated nucleosomes^36^. Here, the MP folding is simulated in the presence of a surface mimicking the NL due to its ability to interact with globular domains of the MP (blue blocks, containing “non-acetylated” sticky particles, Fig. 6a). Each blue block of the MP adopts two alternative states: it can be considered as a LAD when attached to the surface by at least one particle, or as a non-LAD when none of its particles are in contact with the surface (Fig. 6a). To obtain a dataset large enough for statistical analysis, we performed ten independent simulations. Firstly, we observe a clear TAD profile at the ensemble distance map indicating that the presence of a surface does not influence the overall folding pattern of the MP (Supplementary Fig. 5). We then ranked blue blocks from all runs according to the number of their contacts with the surface and plotted these values against the number of spatial interactions between particles in each block. We revealed a positive correlation between the number of intra-block contacts and the number of particles within this block interacting with the surface (Fig. 6b). Accordingly, the volume of a block decreases (Fig. 6c) and the shape of a block gradually changes from a sphere to a “pancake” with an increasing number of surface contacts (Fig. 6d). These results indicate that chromatin attachment to the NL per se is sufficient to compact LADs, likely confining interactions between nucleosomes in a LAD from a 3D volume to a 2D surface.

**Fig. 6:**
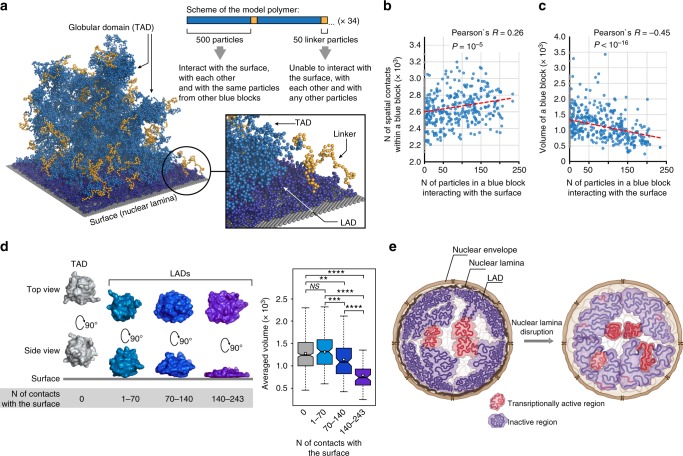
Model polymer simulation shows that the attachment to the NL is sufficient for chromatin compaction. **a** Scheme of the model polymer (MP) and visualisation of its conformation derived from a simulation run. Blue particles are able to interact with each other and with the surface recapitulating properties of non-acetylated nucleosomes in the inactive chromatin. Orange particles are unable to interact with any particles and with the surface recapitulating properties of acetylated nucleosomes in active chromatin. MP is composed of 68 blue and 68 orange particle blocks. Blue blocks with at least one particle contacting the surface are coloured with dark blue and considered as LADs. **b** The number of spatial contacts between particles in a blue block depends positively on the number of particles in this block contacting the surface. Trend line is in red. **c** The volume of a blue block depends inversely on the number of particles in this block contacting the surface. Trend line is in red. **d** Averaged 3D structures of blue blocks with a different number of contacts with the surface (left panel). Box plots (see Fig. 1g legend for description of their elements) show the decrease of LAD volume with the increasing number of contacts with the surface (right panel). ****P < 0.0001, ***P < 0.001, **P < 0.01, NS non-significant difference (*P* > 0.05) in a Wilcoxon test. **e** Illustrative representation of key observations made in this work

## Discussion

Here, using a variety of approaches we explored what happens to chromatin upon NL disruption. Using immunostaining and FISH experiments, we revealed that Lam-KD in *Drosophila* S2 cells leads to a slight reduction in total chromatin volume and, as a result, an increase in chromatin packaging density (Fig. 1 and Supplementary Fig. 1). However, the stronger compaction of chromatin is not homogeneous and depends on the epigenetic state and scale. Our Hi-C analysis clearly indicates two opposite trends in chromatin behaviour. The contact frequency in the active chromatin increases over short distances (i.e. within the “active” TADs and the inter-TADs) and decreases over long distances (i.e. within the A compartment). Whereas in the inactive chromatin it, inversely, decreases over short distances (i.e. within the TADs mostly corresponding to LADs), but increases at the chromosomal scale (Figs. 3 and 4).

We suggest a model explaining general chromatin stretching as well as the condensation of inactive chromatin in TADs mediated by the NL (Fig. 6e). If chromatin mobility is constrained by its tethering to the NL, then the release from this tethering will lead to chromatin shrinkage due to macromolecular crowding^41^ and inter-nucleosomal interactions^42,43^. Therefore counterintuitively, the NL appears not to restrict chromatin expansion but provides an anchoring surface necessary to keep interphase chromosomes slightly stretched. At the same time, inactive chromatin may become additionally condensed due to the deacetylation by HDACs, linked to the NL^31,32^, and/or mechanically, due to chromatin binding with the NL (Fig. 6d).

A recently published study analysed the 3D genome organization upon NL disruption in mouse embryonic stem cells (mESCs)^44^. It is interesting to compare our results from *Drosophila* with those from mice. Upon loss of all lamins, the general TAD profile is still preserved in both species, however, intra- and inter-TAD interactions are altered. Strikingly, upon loss of all lamins, a fraction of NL-attached TADs becomes less condensed in both species (Fig. 3; ref. ^44^). However, in contrast to *Drosophila* S2 cells, this is not accompanied by a general detachment of chromatin from the NE in mESCs^44^. Additionally, distant interactions within the inactive chromatin are mostly increased in both species upon lamin loss (Fig. 4d; ref. ^44^.). Finally, while some genes located at the nuclear periphery and in the nuclear interior have changed their expression both in mESCs^44^ and in *Drosophila* S2 cells (Fig. 2a), an increase in the background transcription upon lamin loss is detected specifically in *Drosophila* LADs (Fig. 2b), and this was not reported for mESCs^44^. Taken together, these findings indicate that both in mammals and *Drosophila* the NL not only makes nearby chromatin more compact and repressed, but also affects chromatin interactions and gene expression in the nuclear interior.

The diversity of mechanisms of chromatin attachment to the NL in *Drosophila* and mammals may explain the differences in chromatin behaviour in response to the lack of all lamins. For example, it was shown that LBR and PRR14 proteins participate in the tethering of the H3K9-methylated chromatin to the NE in mammals^27,45^. Whereas in mammalian ESCs LADs are strongly enriched with the H3K9me2/3^2,4,46^, in *Drosophila* Kc167 and, likely, in S2 cells this modification is not present in LADs^5,28^. Accordingly, our results indicate that LBR is not required to keep chromatin at the nuclear periphery in S2 cells (Fig. 1h, i). Therefore, the removal of all lamins may not be sufficient to detach all LADs from the NE in mESCs, but can release LADs in *Drosophila* S2 cells.

In conclusion, using different approaches we revealed that NL disruption in *Drosophila* S2 cells leads to general chromatin compaction, accompanied by the impaired spatial segregation of total chromatin into active and inactive types, and the decompaction of a fraction of NL-attached TADs linked to partial derepression of their chromatin. Importantly, the observed phenomena may be related to the abnormal expression of genes in lamin-associated diseases^1^.

## Methods

### Cell cultures and RNAi

The *Drosophila melanogaster* S2 cell line (from the collection of IMG RAS) and Kc167 cell line (from the Drosophila Genomics Resource Center) were grown at 25 °C in Schneider’s Drosophila Medium (Gibco) supplemented with 10% heat-inactivated fetal bovine serum (FBS, Gibco), 50 units/ml penicillin, and 50 µg/ml streptomycin. OSCs^47^ kindly provided by M. Siomi were cultured in Shields and Sang M3 insect medium (Sigma-Aldrich) supplemented with 10% heat-inactivated FBS (Gibco), 10% fly extract (http://biology.st-andrews.ac.uk/sites/flycell/flyextract.html), 10 µg/ml insulin (Sigma-Aldrich), 0.6 mg/ml glutathione (Sigma-Aldrich), 50 units/ml penicillin, and 50 µg/ml streptomycin. dsRNAs against *lacZ* or lamin *Dm0* for RNAi treatment of S2 cells were prepared as previously described^11^. dsRNAs against *LBR* were prepared in the same fashion using the *Drosophila* genome DNA as a template for PCR amplification and primers provided in the Supplementary Table 1. Treatment of cells with dsRNA was performed over four days using a previously described protocol^48^.

### Western-blot analysis

Proteins were extracted with 8 M urea, 0.1 M Tris-HCl, pH 7.0, 1% SDS, fractionated by SDS-PAGE (12% acrylamide gel) and transferred to a PVDF membrane (Immobilon-P, Millipore). Blots were developed using alkaline phosphatase-conjugated secondary antibodies (Sigma) and the Immun-Star AP detection system (Bio-Rad). The following antibodies were used for detection: murine monoclonal anti-lamin Dm0 (1:2000; ADL67^49^), rabbit polyclonal anti-lamin C^25^ (1:10000), murine monoclonal anti-beta Actin (1:3000; ab8224, Abcam).

### Chromatin visualisation by histone H4 or DAPI staining

Lam-KD, LBR-KD or control S2 cells were seeded on coverslips for 30 min. After rinsing with PBS, cells were fixed in 100% methanol for 5 min at room temperature (for further examination of chromatin distribution based on the immunostaining of histone H4) or in 4% formaldehyde in PBS for 25 min at room temperature (for further estimation of chromatin volume based on DAPI staining), rinsed with PBS three times, blocked with PBTX (PBS with 0.1% Tween-20 and 0.3% Triton X-100) containing 3% normal goat serum (Invitrogen) for 1 h at room temperature. The remaining immunostaining procedure was performed as previously described^50^. As primary antibodies we used murine monoclonal anti-histone H4 (1:200; ab31830, Abcam), guinea pig polyclonal anti-LBR^26^ (1:1000), rabbit polyclonal anti-lamin Dm0^51^ (1:500). As the secondary antibodies we used Alexa Fluor 546-conjugated goat anti-rabbit IgG (Invitrogen) or Alexa Fluor 488-conjugated goat anti-mouse IgG (Invitrogen), or Alexa Fluor 633-conjugated goat anti-guinea pig IgG (Invitrogen).

### ImageJ quantitation of chromatin distribution

Using ImageJ, we measured histone H4, LBR and lamin Dm0 profiles across the nucleus diameter of the equatorial focal plane of nuclei of Lam-KD, LBR-KD or control S2 cells. Fluorescent intensities were extracted, individual profiles were first normalised on the average intensity, then on the diameter of the nucleus (delimited by peaks of LBR fluorescence for Lam-KD, or by peaks of lamin Dm0 fluorescence for LBR-KD) and further aligned to determine the averaged profile. Nuclei from 2–3 independent experiments (60 nuclei per experiment) were analysed.

### Estimation of the volume of DAPI-stained chromatin

Confocal images containing 20–30 DAPI-stained formaldehyde-fixed Lam-KD or control S2 cells were processed and analysed with the same parameters using IMARIS 7.4.2 software (Bitplane AG). Only nuclei with the lowest residual lamin Dm0 staining were used for analysis in Lam-KD cells, whereas in control cells, conversely, the nuclei with poor lamin Dm0 staining were not taken for analysis. For background subtraction, images were thresholded to ~15% of the maximal intensity of the channel so that the generated nuclear surfaces would not expand beyond the peak of LBR fluorescence intensity. With these parameters, the surfaces of nuclei, appropriate for analysis, were automatically reconstructed. Finally, the volumes of ~100 reconstructed nuclei were retrieved from the Statistics tab for the analysis.

### Two-colour FISH

~20-kb FISH probes were generated using a long-range PCR kit (Encyclo Plus PCR (Evrogen)) by PCR-amplification of 4 tiling genome fragments covering either the region 2 L:16964000–16982000 or 2 L:17310000–17328000, with the use of primer pairs provided in the Supplementary Table 1. 1 µg of template DNA for hybridization was labelled by random primed synthesis with the DIG DNA labelling kit (Roche) or by ChromaTide Alexa Fluor 546–14-dUTP (Life Technologies). Probes were further combined and hybridized with S2 cells as described previously^23^. For NL or FISH probe detection, as the primary antibodies we used guinea pig polyclonal anti-LBR^26^ (1:1000), or rabbit polyclonal anti-lamin Dm0^51^ (1:500) and sheep polyclonal anti-DIG-FITC (1:500, Roche). As the secondary antibodies we used Alexa Fluor 633-conjugated goat anti-guinea pig IgG (Invitrogen), or Alexa Fluor 546-conjugated goat anti-rabbit IgG (Invitrogen) and Alexa Fluor 488-conjugated goat anti-FITC IgG (Invitrogen).

### Measurement of distances between FISH probes and the NE

Three-dimensional image stacks were recorded with a confocal LSM 510 Meta laser scanning microscope (Zeiss). Optical sections with 0.4-μm intervals along the Z-axis were captured. Images were processed and analysed by using IMARIS 7.4.2 software (Bitplane AG) with the blind experimental setup. Distances between both probes or between the probes and the NE were counted as previously described^23^. Briefly, we were unable to fully reconstruct the surfaces of nuclei automatically based on their LBR or lamin Dm0 immunostaining. Therefore, the nuclear rim of a particular nucleus was manually outlined in all optical sections of the stack by the middle of its LBR or lamin Dm0 staining to further reconstruct the surface of this nucleus automatically. To determine the distance between FISH signals and the NE, the instrument “measurement point” was positioned on the brightest voxel of the FISH probe and another “measurement point” was positioned on the reconstructed nuclear surface at the point of its earliest intersection with a progressively growing sphere from the first “measurement point”. The distance between two “measurement points” (i.e. the shortest distance between the centre of the FISH probe and the middle of the NE) was measured for each nucleus. Distances between two FISH probes were measured correspondingly. Data were obtained in two independent experiments for 75–100 nuclei per experiment. In parallel, volumes of nuclei were retrieved, and radii of nuclei were calculated considering nuclei to be spherical. Finally, distances were normalised to the nuclear radii.

### Analysis of gene expression

Total RNA was isolated from Lam-KD or control S2 cells using Trizol reagent (Invitrogen), and contaminating DNA was removed by DNase I treatment. RNA quality was assessed using capillary electrophoresis with a Bioanalyzer 2100 (Agilent). Poly(A)^+^ RNA was extracted from total RNA using oligo(dT) magnetic beads (Thermo Fisher Scientific). NEBNext Ultra II RNA library preparation kit (New England Biolabs) was used for preparation of libraries following manufacturer’s instructions. Libraries from two biological replicates of Lam-KD or control S2 cells were quantified using a Qubit fluorometer and quantitative PCR, and sequenced on the Illumina NextSeq resulting in 8.4–9.4 × 10^6^ 80-nt single-end reads. Reads were mapped to the *D. melanogaster* reference genome (version dm3) using HISAT^52^ v2.1.0 with option –max-intronlen 50,000. Reads with low mapping quality were removed using SAMtools^53^ with option -q 30. We calculated log_2_ transcription levels in 20-kb genomic bins using BEDtools^54^ v2.16.2 with option -split, and then applied the hclust function in R to cluster the replicates using 1-Spearman’s correlation coefficient as a distance metric. Gene expression was quantified with StringTie^52^ for the reference annotation version r5.12. We filtered out genes with zero expression in more than two replicates. Among the remaining 10,076 genes, the differentially expressed genes were defined using the edgeR^55^ package with trimmed mean of M values (TMM) normalisation at FDR = 0.05 cutoff. Genes were assigned to the LADs if their TSSs were located within LADs, while genes were assigned to the inter-LADs if their TSSs were at least 1-kb distant from LADs. A pseudocount was added to all expression values to get rid of zeros. The pseudocount was calculated as the minimal value in the gene expression table after normalisation. Then, we averaged the replicates and calculated log_2_(FC) values between Lam-KD and control samples.

Real-time RT-qPCR assay for the randomly selected genes from different LADs was performed on cDNAs synthesised with oligo(dT) primers on the poly(A)^+^ RNA isolated from 3 biological replicates of Lam-KD or control S2 cells, using EvaGreen chemistry (Jena Bioscience) and the CFX96 hardware (BioRad). Expression levels of genes were normalised on the *act5C* gene expression. For semi-quantitative RT-PCR, applied for the analysis of genes from the 60D LAD, the reverse transcription of RNA was performed using SuperScript II reverse transcriptase (Invitrogen) in the presence of hexamer random primers. PCR amplification of cDNAs was performed with the addition of ^33^P-dATP. Probes after PCR were separated in 5% PAAG, which was then fixed, dried and exposed to the storage phosphor screen (Amersham Biosciences). The signals were scanned with a Phosphorimager Storm-820 (Molecular Dynamics). For each primer pair the number of PCR cycles were optimised to fit the exponential phase of amplification which was controlled by two-fold cDNA dilution. The expression levels of genes were normalised to the ubiquitous *CG4589* gene expression. Sequences of gene-specific primers are presented in the Supplementary Table 1.

### ChIP-seq procedure and data analysis

ChIP-seq from two biological replicates of control and Lam-KD S2 cells with anti-H3-pan acetylated antibodies (Active Motif, #39139) was performed as previously described^56^, with some modifications. After rinsing with PBS, ~2 × 10^7^ cells were fixed with 1.8% formaldehyde in PBS containing 0.5 mM DTT for 20 min at room temperature. Cross-linking was stopped by adding glycine to 225 mM for 5 min and washing in PBS containing 0.5 mM DTT three times for 5 min. Cells were washed once in the A2 buffer (140 mM NaCl, 15 mM HEPES pH 7.6, 1 mM EDTA, 0.5 mM EGTA, 1% Triton X-100, 0.1% sodium deoxycholate, 0.5 mM DTT, complete EDTA-free protease inhibitor cocktail (Roche)). Cells were lysed in the A2 buffer containing 1% SDS for 10 min at room temperature, after that the lysate was 20-fold diluted by the A2 buffer and incubated for 2 min at 4 °C. After sonication with VCX 400 Vibra-Cell Processor (Sonics; 30 pulses of 10 sec with 10-sec intervals at 15% max power) and 10-min high-speed centrifugation, the fragmented chromatin (with the average DNA fragment size ~0.5 kb) was recovered in the supernatant. For each immunoprecipitation, ~10 μg of chromatin (~700 µl) was pre-incubated in the presence of 100 μl of Protein A-Sepharose (PAS, 50% w/v, GE Healthcare) for 1 h at 4 °C. PAS was removed by centrifugation, 5% of chromatin was isolated as an “Input” material, after that 2 µl anti-H3-pan acetylated antibodies (Active Motif, #39139) were added to the rest chromatin and samples were incubated overnight at 4 °C in a rotating wheel. Then, 100 μl of PAS was added and incubation was continued for 4 h at 4 °C. Samples were centrifuged at maximum speed for 1 min and the supernatant was discarded. Samples were washed four times in the A2 buffer containing 0.05% SDS and twice in 1 mM EDTA, 10 mM Tris (pH 8), 0.5 mM DTT buffer (each wash for 5 min at 4 °C). Chromatin was eluted from PAS in 100 μl of 10 mM EDTA, 1% SDS, 50 mM Tris (pH 8) at 65 °C for 10 min, followed by centrifugation and recovery of the supernatant. PAS material was re-extracted in 150 μl of TE, 0.67% SDS. To reverse cross-links, the combined eluate (250 μl) was incubated 6 h at 65 °C and treated by Proteinase K for 3 h at 50 °C. Samples were phenol-chloroform extracted and isopropanol precipitated in the presence of 20 μg glycogen. DNA was dissolved in 100 μl of water. ChIP samples containing ~25 ng of precipitated DNA, as well as “Input” samples were prepared for next-generation sequencing using a NEBNext Ultra II DNA library prep kit for Illumina (New England Biolabs). Libraries were sequenced on the Illumina HiSeq 2000 resulting in 3.1–3.4 × 10^6^ 75-bp single-end reads. Reads were mapped to the *D. melanogaster* reference genome (version dm3) using Bowtie 2 v2.2.1 (with the –very-sensitive option)^57^. Reads with low mapping quality were removed using SAMtools^53^ with option -q 30. Duplicate reads were removed using SAMtools rmdup. We calculated log_2_ ChIP and input signals in 1-kb genomic bins using BEDtools^54^ v2.16.2, and then applied hclust function in R to cluster the replicates using 1-Spearman’s correlation coefficient as a distance metric. Reads were assigned to LADs if they overlapped LADs, while reads were assigned to inter-LADs if they were at least 1-kb distant from LADs. We calculated read numbers within each LAD and inter-LAD, normalised the values for the sum of read coverage per replicate, excluded zero-covered LADs and inter-LADs from further analysis, averaged the replicates, and calculated log_2_(FC) values between Lam-KD and control ChIP samples.

### Hi-C procedure and data analysis

Hi-C libraries from two independent biological replicates of control and Lam-KD S2 cells were prepared essentially as described previously^36^ using the *HindIII-HF* restriction enzyme (NEB). Libraries were sequenced on the Illumina HiSeq 2000 platform resulting in 3–4 × 10^7^ paired-end reads. Reads were mapped to the *D. melanogaster* reference genome (version dm3) using Bowtie 2 v2.2.1 (with the –very-sensitive option)^57^. The Hi-C data were processed using the ICE pipeline v0.9 (20 iterations of iterative correction) as described^58^. Hi-C interaction maps with 20-kb resolution were obtained. TADs were predicted using the Armatus software^59^ v1.0, in which the average size and the number of TADs is determined by the scaling parameter γ. TAD annotation was performed in two steps as described^36^. First, we manually selected parameter γ to achieve good partitioning of TADs (*γ* = 1.20 for Lam-KD cells and *γ* = 1.12 for control cells). Then, TADs larger than 600 kb were split into smaller TADs with the scaling parameter γ multiplied by 2. After that, the smallest TADs (equal or less than 60 kb) were annotated as inter-TADs due to their poorly resolved internal structure. As a result, 576 (in control) and 588 (in Lam-KD) TADs were revealed. To examine whether TAD positions are altered upon Lam-KD, we analysed the degree of overlap of each TAD in the merged replicates of control and Lam-KD cells with that in the control replicates or in the Lam-KD replicates and did not find statistically significant difference (*P* > 0.05 in a two-sided Wilcoxon test). ACF within each TAD was calculated as an average value of iteratively corrected read numbers between all genomic bins belonging to the TAD, excluding boundary bins from both TAD sides. ACF within each inter-TAD was calculated as an average value of iteratively corrected read numbers between all genomic bins belonging to the inter-TAD and the boundary bins of adjacent TADs. For each TAD, we calculated the ratio between ACF value in each Lam-KD replicate and ACF value in each control replicate (four ratios in total). TADs with at least three ratios of the same sign were used for the downstream analysis. We note that when we selected TADs according to more strict criterion (i.e. all four ratios were changed in the same direction), it did not affect the results of analysis (Supplementary Fig. 6). Chromatin compartments were annotated using the principal component analysis as described^17^. Saddle plots were generated as described^58^. Briefly, we used the observed/expected Hi-C maps, which we calculated from 20-kb iteratively corrected interaction maps of *cis*-interactions by dividing each diagonal of a matrix by its chromosome-wide average value. In each observed/expected map, we rearranged the rows and the columns in the order of increasing PC1 values (which we calculated for the control matrices). Finally, we aggregated the rows and the columns of the resulting matrix into 20 equally sized aggregated bins, thus obtaining a saddle plot of compartmentalization.

### Analysis of published data

We employed chromatin type annotation for S2 cells^40^. Proportions of chromatin types in 20-kb bins were calculated. Annotation of LADs was obtained from ref. ^28^. We calculated the proportion of LAD length in each 20-kb TAD bin.

### Polymer modelling

We used Dissipative Particle Dynamics (DPD) to perform computer simulations, as previously described^36^ with some modifications. Briefly, macromolecules are represented in terms of the bead-and-spring model, with the particles interacting by a conservative force (repulsion), a dissipative force (friction), and a random force (heat generator). A detailed description of the implementation of this technique was provided earlier^60^. The simulated cell volume was 50 × 50 × 50 DPD units, density equals 3, so the total number of particles in the system is 375,000. We assume that a particle corresponds to a nucleosome. In addition, we introduce special boundary conditions, which are periodic for the solvent and impermeable for other particles. The surface consists of immobile, hexagonally positioned particles. In our simulations, particles mimic either “active” or “inactive” nucleosome types, while the surface mimics the NL. “Inactive” particles may create reversible “saturating” bonds^61,62^ with each other as well as with the particles of a surface. Each “inactive” particle may have only one additional bond per moment, which simulates an interaction of a positively charged histone tail of non-acetylated nucleosome with the “acidic patch” of another nucleosome^42,43,63^. Our copolymer chain is represented by 64 blocks each consisting of 500 “inactive” and 50 “active” particles. The probability of creating an association between two “inactive” particles was set to 0.001, between the “inactive” particle and the surface – 0.007, while the probability to break such association was set to 0.01. During simulations, all particles were checked every 200 DPD steps, when the local equilibration was obtained. We performed 10 independent runs on the MSU supercomputer “Lomonosov-2” using our own implementation for the domain decomposition parallelised DPD code which is available at GitHub [https://github.com/KPavelI/dpd].

### Statistical analysis

We applied the Wilcoxon test to check whether the distribution of log_2_(FC) values was symmetric around zero, as well as to test whether two distributions of log_2_(FC) values differed by a location shift of zero.

### Reporting Summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Source Data

## Data Availability

Raw and processed Hi-C, RNA-seq and ChIP-seq data were deposited in the GEO NCBI under the accession number GSE110082. DPD code is available at GitHub [https://github.com/KPavelI/dpd]. The source data underlying Fig. 1a, b, d–f, h, i, 2d, 3, 5b, c and Supplementary Fig. 1c are provided as a Source Data file. All other data supporting the findings of this study are available from the corresponding authors upon request. A reporting summary for this Article is available as a Supplementary Information file.

# Supplementary material for: Nuclear lamina integrity is required for proper spatial organization of chromatin in Drosophila
**Source:** Nat Commun. 2019 Mar 12;10:1176. doi: 10.1038/s41467-019-09185-y
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

Nuclear lamina integrity is required for proper spatial organization of chromatin in *Drosophila*

Ulianov et al.

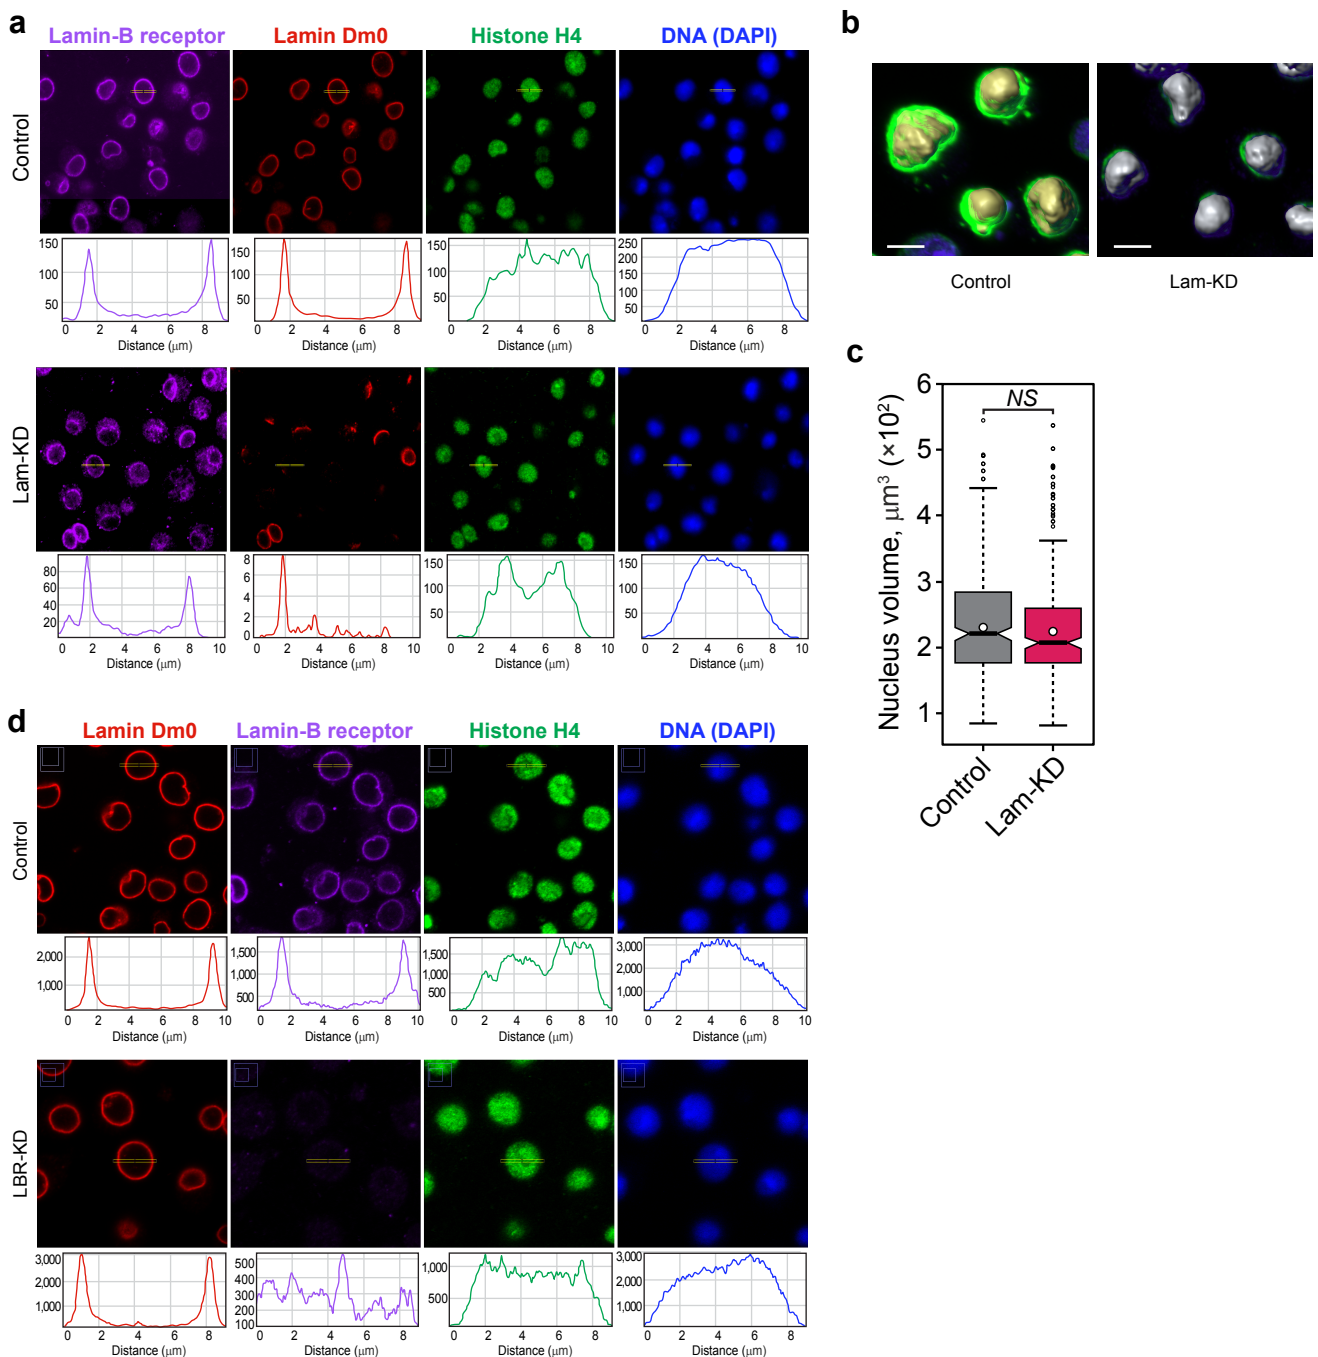

**Supplementary Fig. 1** Immunostaining of chromatin in Lam-KD, LBR-KD and control cells. **a** A representative example of nuclei immunostained with antibodies against histone H4, LBR and lamin Dm0 in Lam-KD and control cells. Fluorescence intensity along the yellow-framed zone was measured using ImageJ software and presented below the images. **b** A representative example of nuclei immunostained with antibodies against lamin Dm0 (green) and counterstained by DAPI (blue) with the subsequent automatic reconstruction of the chromatin surface by DAPI staining using IMARIS software in Lam-KD or control S2 cells. Scale bar 5  $\mu\text{m}$ . **c** Distribution of the volume of nuclei in Lam-KD ( $n=275$ ) or control ( $n=275$ ) S2 cells reconstructed by the LBR-stained NE using IMARIS software. NS – non-significant difference ( $P > 0.05$  in a Wilcoxon test). Thick black lines and white dots represent median and average values, respectively. **d** A representative example of nuclei immunostained with antibodies against histone H4, LBR and lamin Dm0 in LBR-KD and control cells. Fluorescence intensity along the yellow-framed zone was measured using ImageJ software and presented below the images.

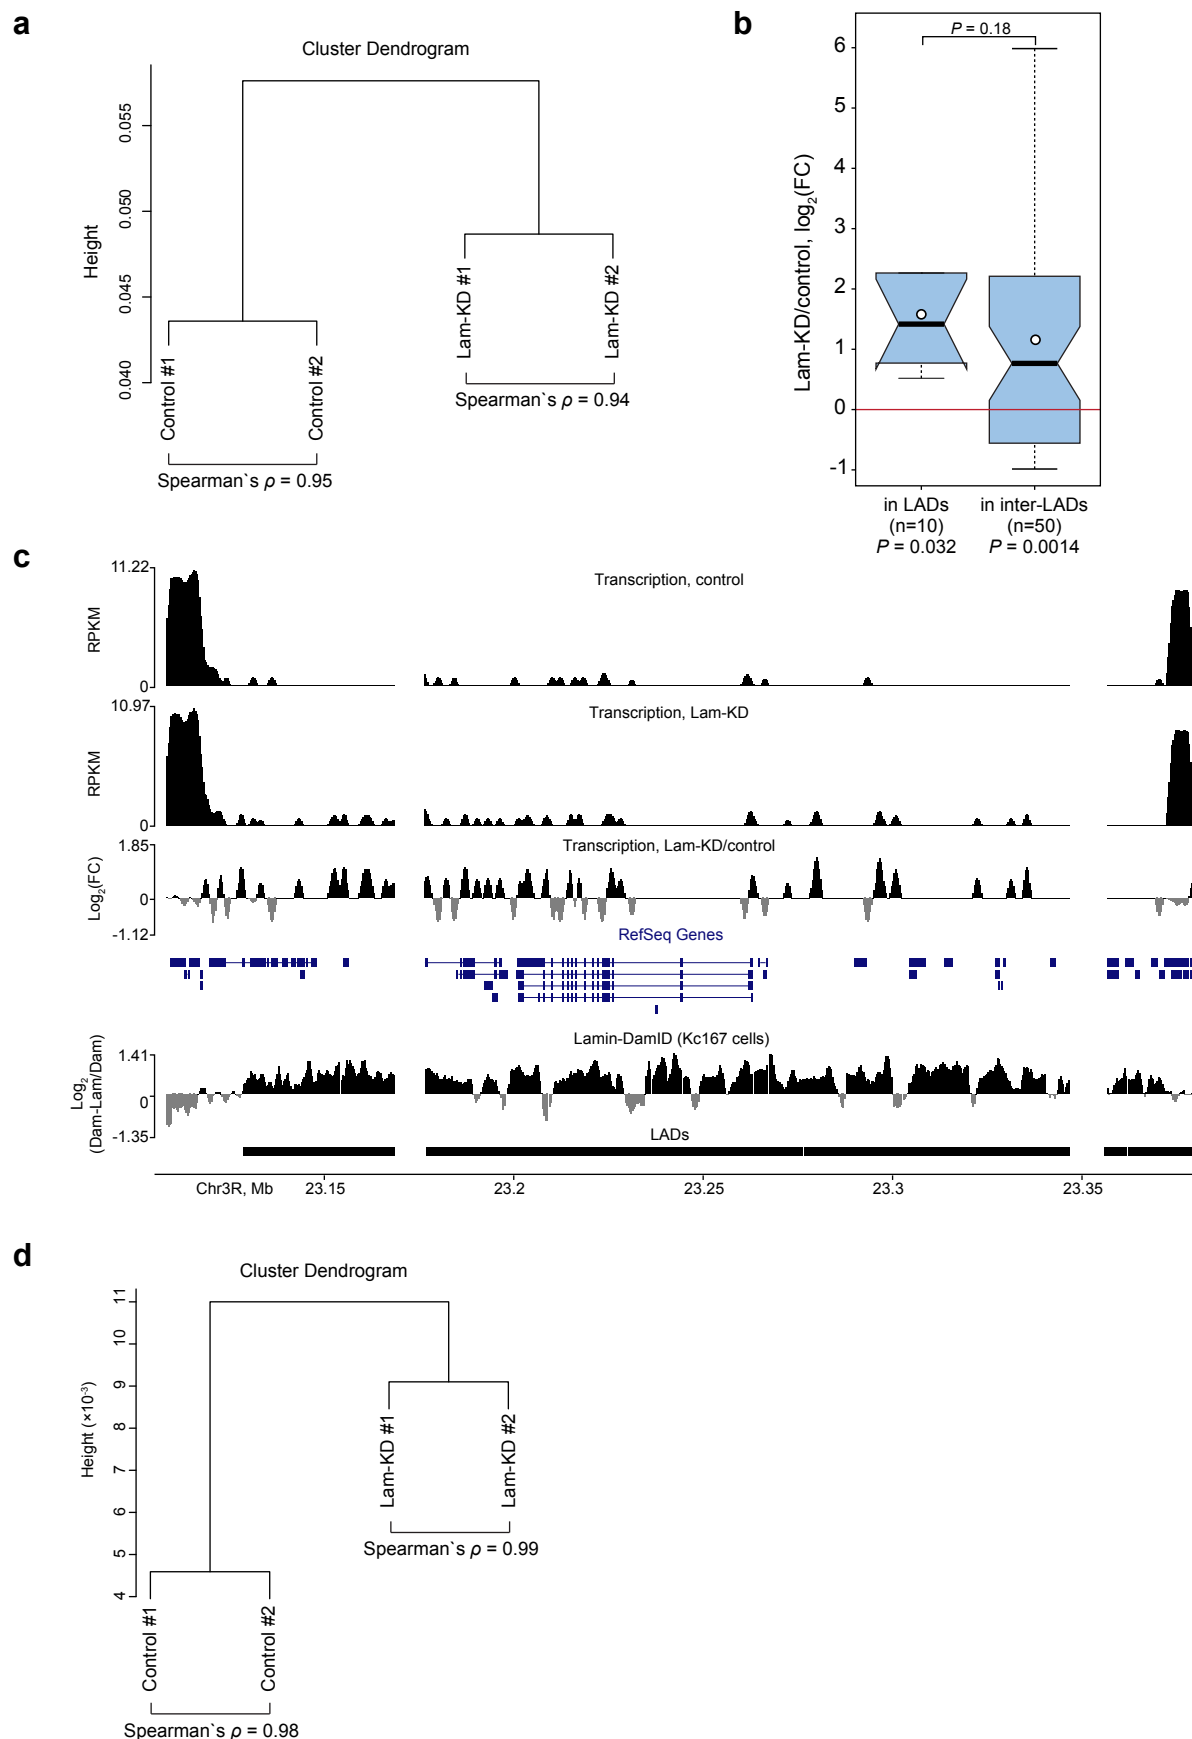

**Supplementary Fig. 2** RNA-seq and ChIP-seq profiling in Lam-KD and control S2 cells. **a** Cluster analysis of biological replicates of the RNA-seq experiment. **b** Changes of gene expression for the differentially expressed genes in Lam-KD relative to control cells. The  $P$ -values for the comparison between “in LADs” and “in inter-LADs” groups, as well as for testing that average values in distributions exceed zero (the latter are shown below the box plots) were estimated in a Wilcoxon test. **c** A representative screenshot from the UCSC Genome Browser showing up-regulation of background transcription in LADs. **d** Cluster analysis of biological replicates of the ChIP-seq experiment.

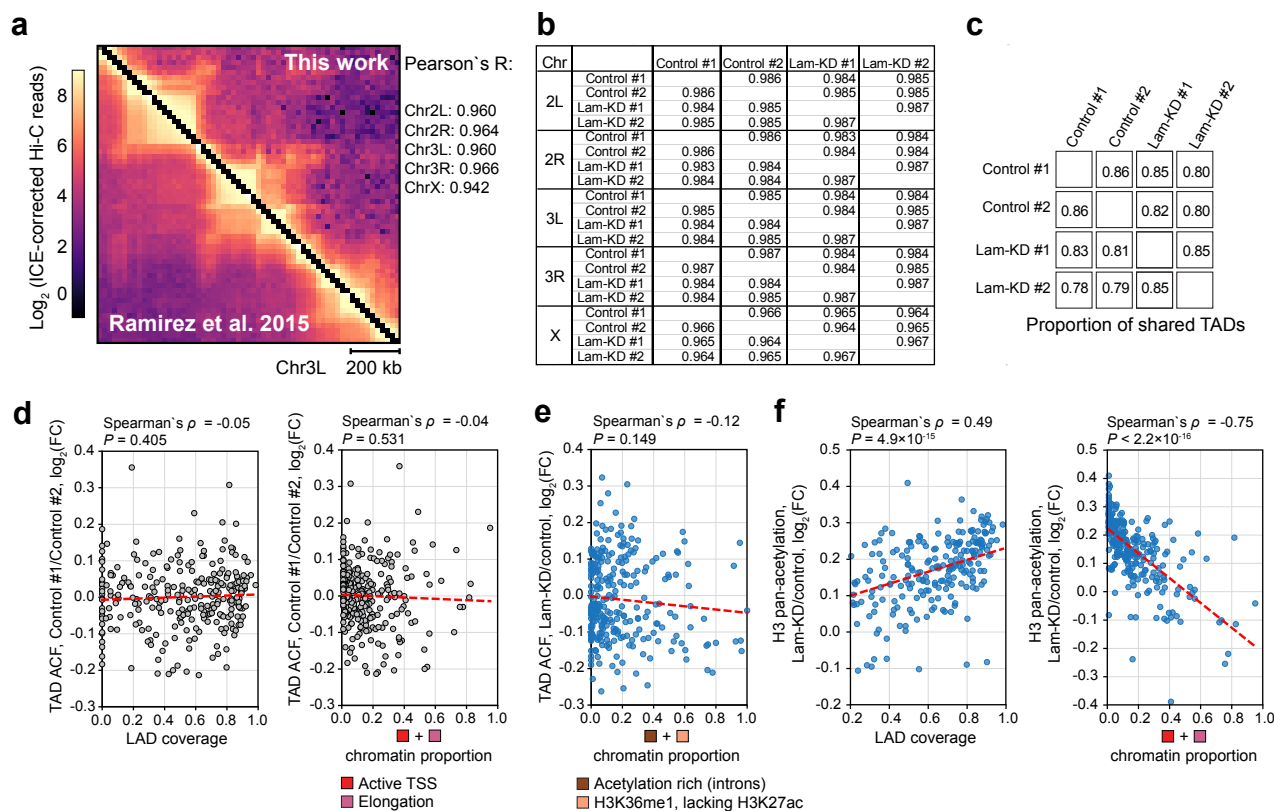

**Supplementary Fig. 3** Hi-C analysis and characteristics of TADs from the four groups. **a** Comparison of heatmaps generated based on Hi-C data for control S2 cells in this work and for S2 cells in suppl. ref. 1. Pearson's correlation coefficients between ICE-corrected Hi-C matrices for each chromosome are shown to the right. **b** Pearson's correlation coefficients between ICE-corrected Hi-C matrices obtained in biological replicates of Hi-C experiments performed in this work. **c** Proportions of TADs located at the same position ( $\pm 1$  bin) in control and Lam-KD cells. **d** Intra-TAD ACF variability between replicates for control cells does not correlate with the LAD coverage (left panel) and the proportion of active chromatin (right panel) within TADs. **e** Intra-TAD ACF changes upon Lam-KD do not correlate with the proportion of "coral" plus "brown" chromatin types within TADs. **f** Changes of histone H3 pan-acetylation level in TADs upon Lam-KD positively correlate with the LAD coverage (left panel) and negatively correlate with the proportion of "red" plus "purple" chromatin types (suppl. ref. 2; right panel). Trend lines are in red.

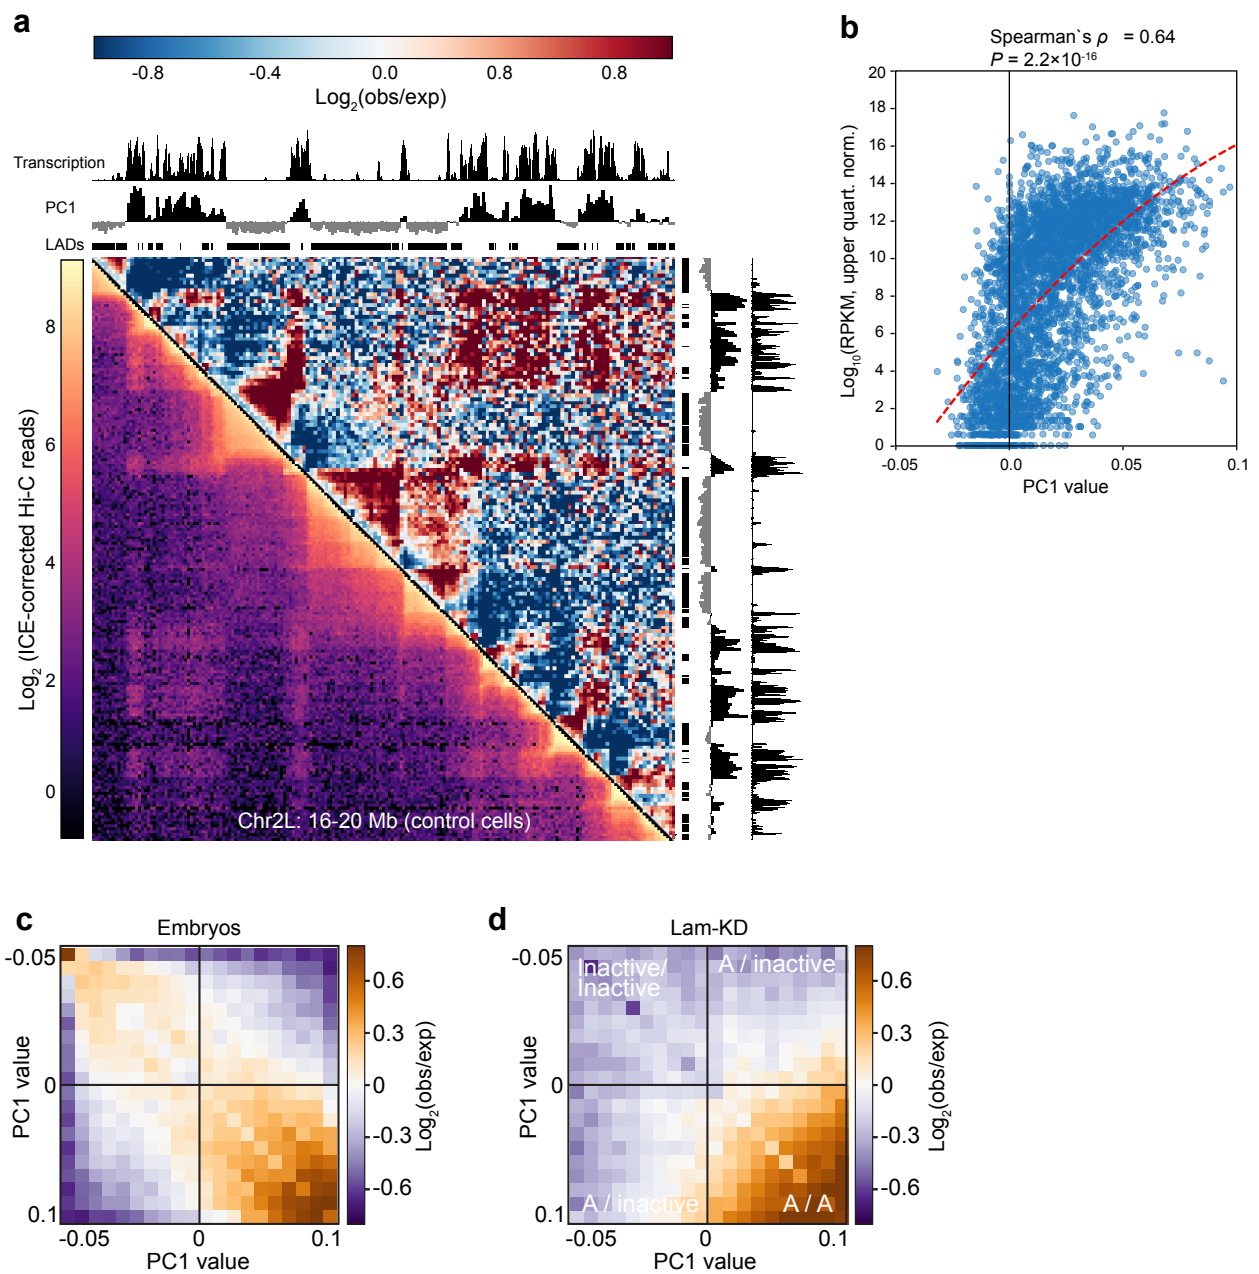

**Supplementary Fig. 4** Identification of chromatin compartments. **a** ICE-corrected Hi-C map (left half) and observed/expected Hi-C matrix (right half) demonstrating the presence of A compartment manifested in the enhanced interactions between the transcriptionally active loci. **b** Transcription level within genomic bin correlates positively with the PC1 value. **c** Heatmap of intra-chromosomal contacts in embryos (from supplem. ref. 3) between genomic regions as a function of their PC1 values (saddle plot); heatmap shows  $\log_2$  values of contact enrichment. **d** Saddle plot for Lam-KD S2 cells.

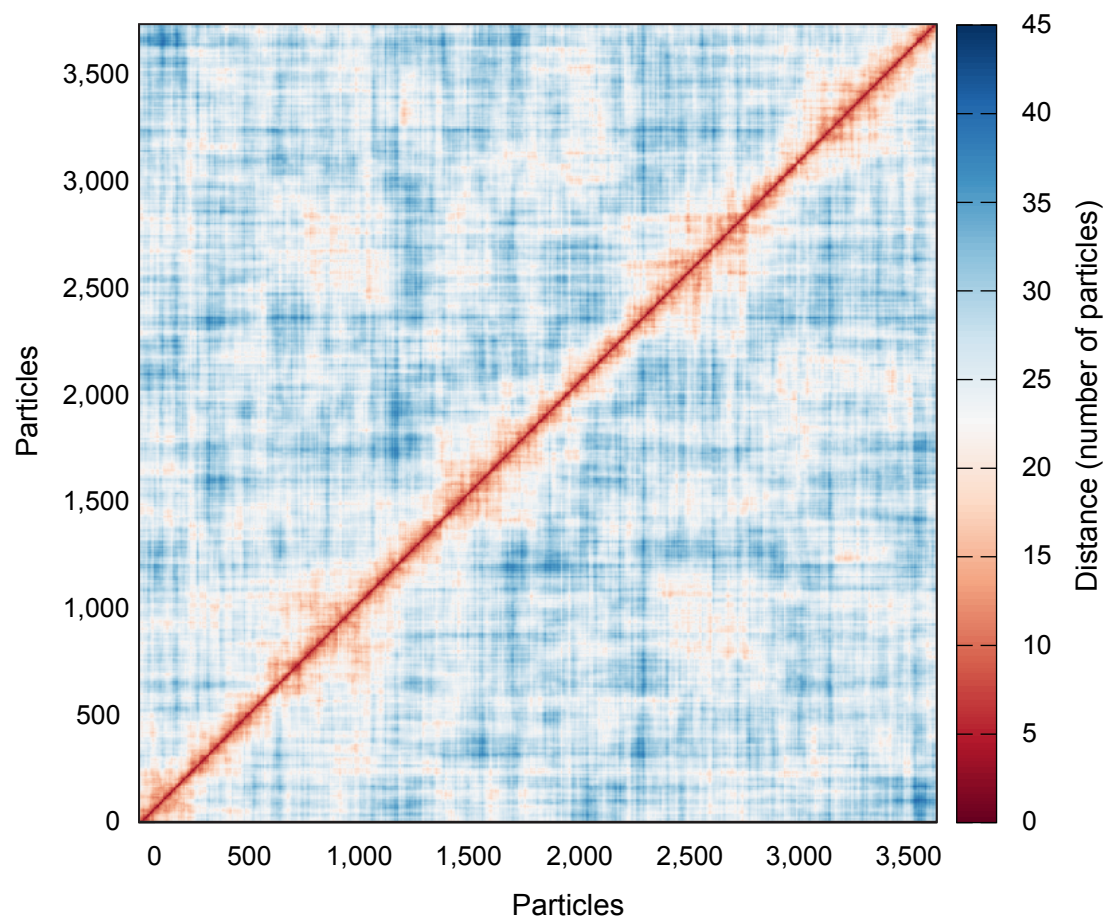

**Supplementary Fig. 5** The presence of an interacting surface does not prevent the formation of TADs in a model polymer. Distance heat map of a model polymer obtained by the averaging of distance maps from 10 independent simulation runs.

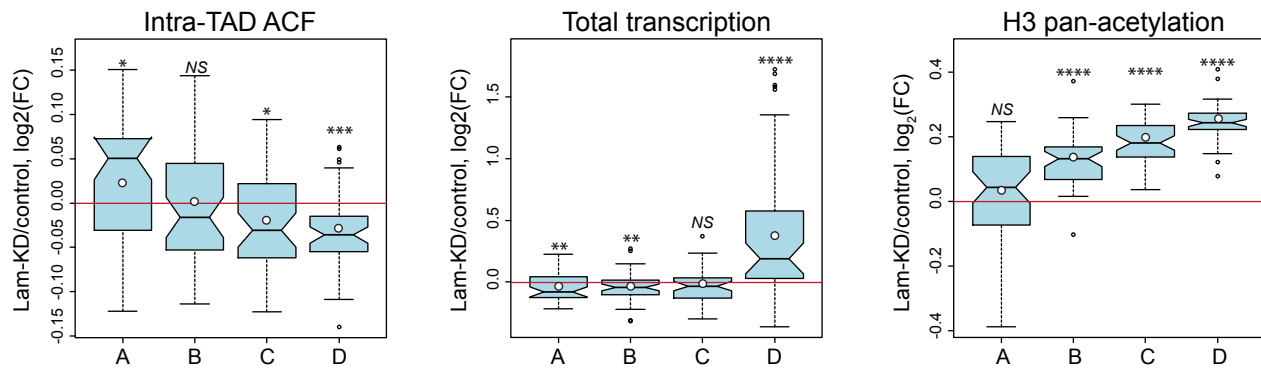

**Supplementary Fig. 6** (related to Fig. 3) Strict criterion of TAD selection (i.e. all four ratios of replicates were changed in the same direction upon Lam-KD) does not affect the results of analysis. Changes of intra-TAD ACF (left panel), total transcription (middle panel) and H3 pan-acetylation (right panel) between Lam-KD and control cells in the four groups of TADs. The thick black lines and white dots represent median and average values, respectively. \*\*\*\* –  $P < 0.0001$ , \*\*\* –  $P < 0.001$ , \*\* –  $P < 0.01$ , \* –  $P < 0.05$ , NS – non-significant difference ( $P > 0.05$ ) in a Wilcoxon test.

**Supplementary Table 1.** Primers used in this study.

| Gene or primer name                                                   | Direct primer (5'->3')                             | Reverse primer (5'->3')       |
|-----------------------------------------------------------------------|----------------------------------------------------|-------------------------------|
| Primers for RT-PCR of genes from 60D LAD                              |                                                    |                               |
| SerT                                                                  | GACATGACCACGCCAGGTTTCACG                           | TCCGATACTGATCTTCCGACGGGCA     |
| CG3419                                                                | CATCGCACATATACAGCCTGCCCTTGC                        | TTGGTCCCGACTTCTTACCTCGCA      |
| CG42383                                                               | CCCGGAAACAGTTCATGGGACCAGG                          | GCGGAAAGGCGGTCATCAGGACAAA     |
| prom                                                                  | TGCTTCTCTGGGCTATTGGCACTCCG                         | GCTTGTCTGCTGAAGTCTCGTCCGT     |
| CG15873                                                               | CGGAACCCGTGGGAGAAAGCATGAA                          | CGCAGTCGGAAAGGGATTGGATGGT     |
| CG15874                                                               | CAAAGGTTGCGGGAAATGGGCTTGT                          | GTCCAGGCTGCGGGCACTCCTCT       |
| CG3483                                                                | AAGCAGTTCGCCAGTTTCGCCTACG                          | GCCACCGTGATCCTTTTGCCTTGT      |
| CG4563                                                                | TCAACCTGGGCGACCTGGGCTACTT                          | ATCTCGCATCCCGCACGCCTACC       |
| CG13579                                                               | CTGCGAGCCCTTCTACAGCAAGCCA                          | GGTCGGATCGTTTAGCCGGAAGCG      |
| CG3492                                                                | GCAGTGAAGCGCGGACCCTACACAA                          | TGTGGGATCGGATCTTGGGCATCG      |
| CG3494                                                                | TGCCCAAAGATCTGCCCTTGCTCTCC                         | CAGCGTGGAAGTGGCGGAAGCGA       |
| CG16837                                                               | CGTTCGTCAATCTCTTCGCCCATCG                          | CCAGGGTCATGTGGATTTGCCCCAT     |
| CG13589                                                               | CACCCCTTGCTAAAATGACGAATGC                          | TTTCGCTGGTCTATGAATGTGGCA      |
| CG13590                                                               | CCTTACTGCCCTTCTGTGCTTCGAGC                         | CCACCATCAACCACACCTGTCCCTATGAG |
| CG4589                                                                | CGGAACAATATGGGACACACGAGCAACA                       | CGACCCTGTCCACGACGATAACGGC     |
| Primers for RT-PCR of genes from other LADs                           |                                                    |                               |
| Eaat1                                                                 | TACATTGGCATCATAAACTCATC                            | AACATCACAAGACCCAGGAC          |
| CG30395                                                               | AGTTATACTTCAATGCACCTGTTT                           | ATGGGAGTCTTCGGGCTTAC          |
| CG34391                                                               | GGCTAATGCTGCTTGAATGC                               | TGTGGATCGGATCTTGGCATCG        |
| CG5162                                                                | ATCCTAACACCTACTGGCATAA                             | CAGGGTATCAACGAAACGAG          |
| CG34370                                                               | AATCATCAGCCAATTCTAACTACC                           | TCTTCCTTAGCATCGCCAC           |
| Rim                                                                   | AGCCGACACCATTACCACCT                               | CGAATGTTTGTGAGAATCCCT         |
| wat                                                                   | CGGCACCAGAGCTAATGTAT                               | CACCCTGAACACCCTTACGC          |
| beat-Va                                                               | ATCCGTCACAAACAGAGCAT                               | TCTTTGGGGAACAAACATC           |
| Sls                                                                   | CCACCATGATGTTGTTGCAC                               | CACTTCCGCTACCATCCATA          |
| Byn                                                                   | ACATTGGCGCTCACTATTTG                               | GAGGCACTGATCTTCACGAC          |
| Goe                                                                   | CTGTAGGACGACCAGAACCC                               | CATGATCCCCTAATTTGAGC          |
| CG31814                                                               | CATTAGAGCATCTCGACCCA                               | GGGAATTGAAAAGGACTAAGTAAA      |
| Fili                                                                  | GGCAATGTGATGAGCGAACT                               | TGATTAAGGGCAGATATGAAA         |
| Mb1                                                                   | TCAGTTATTGATAAATGGACGCA                            | AGTGGATAGCGGATGGAATG          |
| Primers for 2L 16,964,000-16,982,000 amplification (green FISH probe) |                                                    |                               |
| 1                                                                     | CCTCCATTTCACCCACAGTTTCCCA                          | GCCCAAGTGCCACGAGCCTCAAATAA    |
| 2                                                                     | TTATTTGAGGCTCGTGGCACTTGGGC                         | GCGATTTTCAGGACTCGGGGACTGG     |
| 3                                                                     | CCAGTCCCCGAGTCCTGAAAATCGC                          | TTTTTGCTTTGACAACCCTGCCGCA     |
| 4                                                                     | TGCGGCAGGGTTGTCAAAGCAAAAA                          | CCTTGTCCAGAGGATAAAAAACGGTGCCC |
| Primers for 2L 17,310,000-17,328,000 amplification (red FISH probe)   |                                                    |                               |
| 1                                                                     | GCCCAACCACCACTTTTGGCTTTG                           | CCCTCTGACCCAACAGCACGTTTTTCA   |
| 2                                                                     | GGGAGGGCGAACATTGTGGGATCAG                          | TTTGTCATTGTGGGTGCGTTGCTGC     |
| 3                                                                     | GCAGCAACGCACCCACAATGACAAA                          | GAGAGCGAGCAAAAAGGCCGTGGAA     |
| 4                                                                     | TTCCACGGCCTTTTGTCTCGTCTC                           | GGAGCTCTTGTGAGGCCCGAACCAA     |
| Primers for lamin Dm0 dsRNA preparation                               |                                                    |                               |
| Direct primer                                                         | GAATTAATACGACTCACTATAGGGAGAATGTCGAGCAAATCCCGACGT   |                               |
| Reverse primer                                                        | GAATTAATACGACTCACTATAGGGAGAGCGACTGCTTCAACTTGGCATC  |                               |
| Primers for LBR dsRNA preparation                                     |                                                    |                               |
| Direct primer                                                         | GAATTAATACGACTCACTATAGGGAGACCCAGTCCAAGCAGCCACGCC   |                               |
| Reverse primer                                                        | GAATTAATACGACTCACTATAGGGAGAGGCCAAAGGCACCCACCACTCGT |                               |

## Supplementary References

1. Ramírez, F. *et al.* High-affinity sites form an interaction network to facilitate spreading of the MSL complex across the X chromosome in *Drosophila*. *Mol. Cell* **60**, 146–162 (2015).
2. Kharchenko, P. V. *et al.* Comprehensive analysis of the chromatin landscape in *Drosophila melanogaster*. *Nature* **471**, 480–485 (2011).
3. Sexton, T. *et al.* Three-dimensional folding and functional organization principles of the *Drosophila* genome. *Cell* **148**, 458–472 (2012).

# Supplementary material for: Nuclear lamina integrity is required for proper spatial organization of chromatin in Drosophila
**Source:** Nat Commun. 2019 Mar 12;10:1176. doi: 10.1038/s41467-019-09185-y
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- | n/a                                 | Confirmed                                                                                                                                                                                                                                                                           |
|-------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                              |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Computer code for polymer modeling is available at GitHub (<https://github.com/KPavell/dpd>).

Data analysis Computer code for polymer modeling is available at GitHub (<https://github.com/KPavell/dpd>).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Raw and processed Hi-C, RNA-seq and ChIP-seq data were deposited in the GEO NCBI under the accession number GSE110082. DPD code is available at GitHub [<https://github.com/KPavell/dpd>]. The source data underlying Figs 1a, b, d–f, h, i, 2d, 3, 5b, c and Supplementary Fig. 1c are provided as a Source Data file. All other data supporting the findings of this study are available from the corresponding authors upon request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                      |
|-----------------|--------------------------------------------------------------------------------------|
| Sample size     | No sample-size calculation was performed.                                            |
| Data exclusions | No data were excluded from the analysis.                                             |
| Replication     | All experiments were performed at least in two biological replicates.                |
| Randomization   | Not applicable to this study.                                                        |
| Blinding        | Analysis of FISH and immunostaining data was done with the blind experimental setup. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Rabbit polyclonal anti-H3-pan acetylated antibodies, Active Motif, #39139;<br>Murine monoclonal anti-histone H4 antibodies, Abcam, ab31830;<br>Rabbit polyclonal anti-lamin Dm0 antibodies were provided by Paul Fisher (Stony Brook University School of Medicine);<br>Rabbit polyclonal anti-lamin C antibodies were provided by Paul Fisher (Stony Brook University School of Medicine);<br>Guinea-pig polyclonal anti-LBR antibodies were provided by Georg Krohne (Julius-Maximilians-Universität Würzburg);<br>Murine monoclonal anti-beta Actin antibodies, Abcam, ab8224. |
| Validation      | Broad reactivity of anti-H3-pan acetylated antibodies is confirmed by the manufacturer<br><a href="https://www.activemotif.com/catalog/details/39139/histone-h3ac-pan-acetyl-antibody-pab-1">https://www.activemotif.com/catalog/details/39139/histone-h3ac-pan-acetyl-antibody-pab-1</a>                                                                                                                                                                                                                                                                                         |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                                                                                                 |
|----------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | S2 cell line was obtained from the IMG RAS collection;<br>Kc167 cell line was obtained from the Drosophila Genomics Resource Center;<br>OSC line was kindly provided by Mikiko Siomi (The University of Tokyo). |
| Authentication                                                       | None of the cell lines used were authenticated.                                                                                                                                                                 |
| Mycoplasma contamination                                             | Cell lines were not tested for mycoplasma contamination.                                                                                                                                                        |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | Commonly misidentified cell lines were not used in this study.                                                                                                                                                  |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

#### Data access links

*May remain private before publication.*

GEO NCBI accession number GSE110082.

#### Files in database submission

GSM2977368 S2 control\_Hi-C\_rep1  
 GSM2977369 S2 control\_Hi-C\_rep2  
 GSM2977370 S2 lamin Dm0 KD\_Hi-C\_rep1  
 GSM2977371 S2 lamin Dm0 KD\_Hi-C\_rep2  
 GSM3449340 Chip\_LacZ\_rep1  
 GSM3449341 Chip\_LacZ\_rep2  
 GSM3449342 Chip\_Lam\_rep1  
 GSM3449343 Chip\_Lam\_rep2  
 GSM3449344 Input\_LacZ\_rep1  
 GSM3449345 Input\_LacZ\_rep2  
 GSM3449346 Input\_Lam\_rep1  
 GSM3449347 Input\_Lam\_rep2  
 GSM3449348 RNA\_LacZ\_rep1  
 GSM3449349 RNA\_LacZ\_rep2  
 GSM3449350 RNA\_Lam\_rep1  
 GSM3449351 RNA\_Lam\_rep2

#### Genome browser session (e.g. [UCSC](#))

Not applicable.

### Methodology

#### Replicates

Hi-C, RNA-seq, ChIP-seq were performed in two biological replicates.

#### Sequencing depth

Hi-C libraries were sequenced on the Illumina HiSeq 2000 resulting in 30-40 million 75-bp paired-end reads.  
 RNA-seq libraries were sequenced on the Illumina HiSeq 2000 resulting in 8.4-9.4 million 75-bp single-end reads.  
 ChIP libraries were sequenced on the Illumina HiSeq 2000 resulting in 3.1-3.4 million 75-bp single-end reads.

#### Antibodies

Rabbit polyclonal anti-H3-pan acetylated antibodies, Active Motif, #39139

#### Peak calling parameters

Not applicable. We did not use peak calling procedure. Instead, we analyzed ratios of ChIP-seq profiles between Lam-KD and control S2 cells. We have deposited these ChIP-seq profiles in GEO NCBI under accession number GSE110082 as BEDgraph format files.

#### Data quality

Not applicable.

#### Software

ChIP-seq reads were mapped to the D. melanogaster reference genome (version dm3) using Bowtie 2 v2.2.1 (with the --very-sensitive option). Reads with low mapping quality were removed using SAMtools with option -q 30. Duplicate reads were removed using SAMtools rmdup. We calculated ChIP and input signals in 1-kb genomic bins using BEDtools v2.16.2.

How the deposited data were processed for this re-analysis (not part of the article)

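Gene expression, histone H3 pan-acetylation and chromatin contacts were measured in Drosophila S2 cells treated with dsRNA against lamin Dm0 (Lam-KD) or lacZ (control), with 2 biological replicates of each group in each assay and an input for each ChIP library, 16 samples in all. Samples were mapped to groups and replicates from the paper and the sample labels. The main statistical tests, the first set of settings to be tried and the rule for naming genes and regions were chosen before the data were examined. The scaling of the contact maps and 53 values under other settings were added afterwards.

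For RNA-seq the authors mapped the reads to dm3, estimated transcript levels and deposited expected counts per gene. These are whole numbers and were rounded before use. The 14 loci without a FlyBase gene hold 0.0196% to 0.0210% of the counts and were left out of the library sizes and tests. Genes at 0 in more than 2 libraries were left out, and 10076 genes were tested with edgeR 4.0.16 (TMM, quasi-likelihood F test, Benjamini-Hochberg adjustment, threshold 0.05) in R 4.3.3. DESeq2 1.42.0 was an alternative. On simulated data for Lam-KD against control with 100 genes changed 2-fold and 100 changed 4-fold among 10006 genes, the quasi-likelihood test recovered 89% and 99% of them and called 0 unchanged genes. The simulated counts followed the trend of dispersion alone, without further differences in spread between genes, so that recovery in the data can be lower. In the data FBgn0002709, with a log2(FC) of 1.09, does not pass (adjusted p = 0.139, quasi-likelihood test). The reference table pairs 135 of the identifiers with 1 symbol, so that fewer than 80% of the members of each of the 17 gene lists have a value, and no list was tested.

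For ChIP-seq the authors mapped the reads to dm3, removed duplicates and deposited counts of reads in 1-kb bins, neither scaled to the depth nor divided by input. Counts were divided by library totals, summed over TADs, inter-TADs and 20-kb bins, and tested with the Wilcoxon signed rank test across regions, with fry in limma 3.58.1 and, for 4818 bins with at least 10 counts over the 4 libraries, with edgeR. On simulated bins changed 1.5-fold and 2-fold, 100% were recovered, and 9 unchanged bins were called, again with counts that followed the trend of dispersion alone.

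For Hi-C the authors corrected the contact maps by ICE and deposited a contact signal for 6023 bins of 20 kb, of which 5939 to 5943 hold contacts. The diagonal and the neighbouring bins are at 0. The maps were scaled to 5000000 contacts within arms. The need for this scaling, and the definition of ACF as a mean or a median of bin pairs, were found after the paper's Source Data were compared with the maps, and both definitions are reported. Changes of single TADs and inter-TADs were tested with limma. On simulated TADs changed 1.07-fold and 1.15-fold, 60% and 100% of 30 each were recovered, and 1 unchanged TAD was called, with the same spread given to every TAD. TADs were called by dynamic programming with the scoring of Armatus. Domains over 600 kb were split with a doubled parameter and domains up to 60 kb were left out. PC1 was computed in 3 ways, all of which are reported, and none was chosen for its closeness to the paper. Correlations across TADs used 100000 permutations, and the comparison of LAD-rich and LAD-poor bins at single levels of H3 acetylation used 10000 permutations of whole regions. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

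The groups share replicate numbers, and no source says that a number marks a shared culture or day, so the replicate number is a block only in an alternative. Named genes were to be the 15 higher and 15 lower genes with the largest changes past the threshold whose libraries do not overlap between groups, the genes the paper names, and up to 4 genes of each list. No gene passed the threshold, and the genes the paper names could not be matched to the files. Named regions are the 36C TAD with its FISH probes, the 60D LAD and the regions of Fig. 2c and Supplementary Fig. 2c. The values of the paper's Source Data had been seen when this rule was written. LAD coverage, chromatin types and TAD groups are those of the Source Data. Transcription of LADs, TADs and 20-kb bins was left out, because the gene positions on dm3 were not used here. With 2 libraries in each group an exact permutation test cannot give a p under 0.33, so that p-values across regions refer to regions and only edgeR, DESeq2, limma and fry use the libraries as replicates.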

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

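Of the tests in this part, those of the duplicate limit, of the distance decay, of the depth of the RNA-seq libraries, of the single control levels and of the selection of TADs for group D alone or by the sign of ratios within the domains called here were chosen after the result was seen.

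The X chromosome, which the paper left out of its LAD analysis, shows a change of H3 acetylation that follows the control level. In the 223 bins of 20 kb with the lowest control H3 acetylation on X the median log2(FC) is 0.33, with 222 bins higher and ratios from 0.23 to 0.42, while the control replicates differ by 0.086. In the 223 bins with the highest control level the median is -0.10, with 189 bins lower and ratios from -0.19 to -0.046, the weakest of them under the difference of the control replicates (-0.069). Over all 1114 bins of X the median is 0.22, and Spearman's rho with the control level is -0.83, where the ratio of the control replicates has a rho of -0.38 with the same level. A level measured with error in the control replicates enters both sides of this relation.

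The gain of H3 acetylation in LAD-rich TADs and its loss in inter-TADs were set against 3 explanations. The Lam-KD libraries are deeper, and the limit that duplicate removal puts on the counts of a bin is a technical one, but after a correction for it 75.0% of the change of group D is left (log2(FC) 0.19), with -0.071 of -0.11 in inter-TADs and -0.044 of -0.085 in LAD-poor regions, which argues against it as the whole cause. With 20-kb bins matched by control level, 4.24% of the difference between LAD-rich and LAD-poor bins is left over 7 levels (0.010 of 0.25). By the bound set beforehand this meets the explanation of a change that depends only on the control level. At the 5 lowest levels the difference runs only from -0.043 to 0.0055, and at the next it is 0.056 (adjusted permutation p = 0.0882). At the highest of the 7 levels LAD-rich bins (33 bins in 18 regions) lie 0.104 above LAD-poor bins (4 ratios from 0.079 to 0.14, control replicates 0.048). The permutation p there, adjusted over all 10 levels, is 0.0203, and 0.0147 with the trend inside the level removed. The levels above were left out of the matching, since they hold only 8, 5 and 4 LAD-rich bins. Their differences are 0.098, 0.18 and 0.16 (adjusted permutation p = 0.0075, 0.0075 and 0.034). At the highest of the 7 levels the control level alone does not account for the difference, but most of the difference over the 7 levels follows it. A larger share of background DNA in the Lam-KD ChIP cannot be told apart from a biological change, since a background of 31.4% fitted on LAD-poor bins leaves 30.4% of the change of group D (0.077 of 0.25) and -0.016 of -0.11 in inter-TADs, which are mostly LAD-poor themselves, and no measurement of background other than these bins is used here. An effect of Lam-KD itself on acetylation stays open.

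The opposite changes of ACF in groups A and D were set against 2 technical explanations. For the difference between the groups another decay of contacts with distance is argued against. With contacts divided by the mean at their distance the medians of groups D and A differ by -0.118 (single ratios from -0.127 to -0.0869, control replicates 0.0190), more than the -0.084 without it. The difference widens through group D, whose median is -0.084 instead of -0.037. Group A goes from 0.047 to 0.035 and no longer passes the threshold, so this test does not settle whether distance decay adds to its rise. The choice of TADs by the sign of their own ratios cannot be told apart for either group, since the 78 unselected domains of the merged control map with the highest H3 acetylation have -0.054, which by the bound set beforehand would meet this explanation, but the paper's own TADs ranked in this way have -0.013, so that the ranking does not isolate group A, and the 78 with the lowest have -0.044 with single ratios from -0.065 to -0.0016, while the control replicates differ by 0.046. Among unselected domains the median is below 0 at each of the 4 levels of H3 acetylation (-0.044, -0.047, -0.058 and -0.054). Spearman's rho of the ACF change with H3 acetylation is -0.102 (permutation p = 0.0724) across the 312 unselected domains. It is -0.110 (permutation p = 0.0847) across the 245 of them with at least 3 of 4 ratios of the same sign. The choice by sign thus did not turn rho within the domains called here. Across the paper's TADs rho is 0.198 (permutation p = 0.00108). The sets also differ in their borders, since 41 of the paper's 277 TADs equal a domain called here on the merged control map. The difference in rho between the sets was not tested.

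More weakly expressed genes have counts in Lam-KD. Unequal totals of the deposited counts are argued against, since with all libraries thinned to the same total 310 more genes are above 0 in Lam-KD than in control (10046 ± 32.5 against 9736 ± 12.7, SD, n = 2). These totals exceed the stated reads, and in control replicate 1 fewer genes hold 1 count (121) than 2 counts (304). Thinning such counts may not equalize the sequenced reads, so unequal read depth itself was not tested. A lower quality of the control RNA was not tested, and an effect of Lam-KD on weak transcription stays open.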

How the results depend on the processing

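The tests added after the result was seen are the other tests of edgeR, the crossed pairing, the unscaled maps, the median of bin pairs, the duplicate limit, the length terms of the TAD caller and PC1 without centring or from observed/expected minus 1. Of 277 values under alternatives, 228 of them planned, 221 kept their direction and their side of the threshold, or their count or value. H3 acetylation kept its direction in 77 of 79 values, ACF in 94 of 99 and contacts in 27 of 30. The cause of the changes listed here was not tested unless it is named.

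Genes higher and lower in the RNA-seq data are 0 and 0 in the quasi-likelihood test, 19 and 16 with DESeq2, 3 and 0 with at least 1 CPM in 2 libraries, 3 and 0 without a filter, 20 and 14 with the replicate block, 51 and 26 in the exact test (51 and 25 with tagwise, 109 and 58 with common dispersion), 87 and 39 in the likelihood ratio test and 3 and 0 in the robust fit. Leaving out 1 library gives 0 to 22 genes higher and 0 to 12 lower, and a log2(FC) of the weakly expressed genes of 0.22 to 0.35. Crossed pairing gives 6 and 2 genes, and 831 bins lower and 3114 higher in the H3 acetylation data.

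Bins with higher and lower H3 acetylation are 62 and 906 with TMM, 0 and 1091 with DESeq2, and 1996 and 324 with the replicate block. Leaving out 1 library gives 0 to 2385 higher and 16 to 517 lower bins, the lowest of both without control replicate 2. With TMM group A has -0.080 and group B -0.023, which follows from the shift of all regions. With the stricter TAD selection group A has 0.035 and does not pass the threshold. Leaving out 1 library gives 0.046 to 0.074 for group A, 0.12 to 0.13 for B, 0.18 to 0.21 for C, 0.22 to 0.28 for D, -0.13 to -0.11 for inter-TADs, 0.21 to 0.26 for LAD-rich and -0.080 to -0.057 for LAD-poor regions, and a rho of 0.406 to 0.457 with LAD coverage and -0.733 to -0.638 with active chromatin.

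For ACF, observed/expected gives 0.035 for group A (p = 0.0763), 65 changed TADs, a rho of 0.126 between the control replicates and LAD coverage, and 0.0293 for coral plus brown chromatin. Boundary bins kept give -0.0060 for group B, -0.0029 for C and 0.0230 for coral plus brown chromatin. The median of bin pairs gives -0.036 for B and -0.043 for C, neither past the threshold. Maps that are not scaled give 0.11 for B, 0.12 for C and 0.11 for D, by their unequal totals. Without Lam-KD replicate 1 limma calls 1 TAD. Leaving out 1 library gives 0.035 to 0.049 for A, -0.040 to -0.023 for B, -0.036 to -0.016 for C, -0.048 to -0.019 for D, 0.12 to 0.13 for inter-TADs, a rho of -0.285 to -0.201 with LAD coverage, 0.249 to 0.324 with active and -0.0990 to -0.0427 with coral plus brown chromatin, variance ratios of 2.93 to 4.24 and 0 to 1 changed TADs.

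The map correlation is 0.104 for observed/expected contacts. Shared TAD positions are 88.5% with a parameter of 1.12 for all maps, 72.4% with borders in the same bin (76.9% within groups), and 88.2% and 87.4% with other length terms. Contacts within the A compartment have -0.0025 without centring and no longer pass the threshold. Within inactive chromatin the change is 0.052 from observed/expected minus 1, 0.14 from the PC1 of Lam-KD cells and -0.046 without centring. Leaving out 1 library gives -0.0080 to 0.022 within inactive chromatin (-0.0080 without control replicate 1, -0.0015 without Lam-KD replicate 1), -0.018 to -0.017 within A and 0.075 to 0.078 between them.

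For medians over regions, correlations and contacts the replicate block gives the main value by construction (21 values), as does 1 factor per library for correlations and variance ratios (11 values), and these were not counted. It calls 0 TADs by ACF. Same-numbered libraries deviate with a correlation of -0.031 in the RNA-seq, -0.575 in the H3 acetylation and 0.137 in the ACF data. Where 1 library is left out, the lone library of its group is assumed to vary like the other group. A pseudocount was not run, since the RNA-seq files hold counts. Mixed log bases, the strict selection and boundary bins do not apply to inter-TADs. With the depth of the maps a 1.07-fold change of a TAD is recovered in 60% of simulated TADs, so that changes of single TADs of this size are not detectable with certainty.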

Differences from the paper's values

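The exact test and other added tests of edgeR, the median of bin pairs and the PC1 of observed/expected minus 1 were chosen after the values were seen.

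The paper's counts of differentially expressed genes are 40 up and 20 down, where edgeR's quasi-likelihood test gives 0 and 0. Of 9 alternatives set before the data were examined, 0 come within 1.5 times of the paper's number of genes up and 2 of its number of genes down (16 with DESeq2, 14 with the replicate block). The other 7 do not. Added after the values were seen, edgeR's exact test gives 51 up, within 1.5 times, and 26 down. The exact test with tagwise dispersion, added in the same way, gives 51 and 25. The paper's list of these genes was not used, so that shared genes were not counted.

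The paper's RNA-seq depth is 8.4 to 9.4 M reads per library (8400000 to 9400000 reads), and the deposited counts total 14.7 to 16.6 M. For ChIP-seq the paper's depth is 3.1 to 3.4 M reads per library, and the deposited counts total 13.1 to 30.0 M. No alternative bears on either depth.

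The paper's number of bins with PC1 below 0 is 1868, where 1156 bins are found. The PC1 of the merged Lam-KD map, an alternative set before the data were examined, gives 1269, within 1.5 times of the paper's. The PC1 of observed/expected minus 1, chosen after the values were seen, gives 1898.

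For the change of contacts, Fig. 4d shows about -0.05 within the A compartment, about 0.04 within inactive chromatin and about 0.02 between them, read by eye, and the values here are -0.017, 0.0068 and 0.077. None of the 8 alternatives set before the data were examined comes within the error used here for any of the 3. This error is the SD of the values that leave out 1 library (0.00072, 0.014 and 0.0010). It does not cover the reading by eye, so that falling outside it does not by itself show a difference from the paper. The added PC1 of observed/expected minus 1 gives -0.030, 0.052 and 0.066.

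The paper's ACF table mixes scales, since for 276 of 277 TADs 1 of the 4 ratios is in log2 and 3 are in log10 (within 0.0002), while all ratios of inter-TADs are in log2. The medians of the mean ratio as tabulated in the paper are 0.039, -0.019, -0.021 and -0.027 for groups A to D. On the log2 scale throughout, the paper's values give 0.069 for group A, -0.036 for B, -0.043 for C and -0.057 for D, and 4 TADs change sign. The values here are 0.047 for A, -0.031 for B, -0.022 for C and -0.037 for D, and they differ for A, C and D. For inter-TADs the paper's median is 0.17 and the value here is 0.13. Of the alternatives set before the data were examined, 0 of 9 close the gap for A, 1 of 9 for C, 1 of 9 for D and 0 of 7 for inter-TADs. With ACF as the median of bin pairs above 0, a setting chosen after the values were seen, group A has 0.069, C -0.043, D -0.057 and inter-TADs 0.17.

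The paper's rho of the ACF change with coral plus brown chromatin is about -0.12 in Supplementary Fig. 3e, read by eye, against -0.0693 here. Of the alternatives set before the data were examined, 2 of 9 lie within the same kind of error (0.027) of the paper's value. The paper's own Source Data give -0.0242 with its mean ratio and -0.0430 in log2 throughout, both weaker than the value here. Between control replicates the paper's rho is about -0.05 with LAD coverage and about -0.04 with red plus purple chromatin in Supplementary Fig. 3d, read by eye, against 0.0956 and -0.157 here. Contacts divided by the mean at their distance give 0.126 for LAD coverage. No error was computed for these values. For H3 acetylation and LAD coverage the paper's rho is about 0.49 in Supplementary Fig. 3f, read by eye, against 0.447 here. Here 2 of 8 alternatives lie within such an error (0.028) of the paper's value, among them 0.508 in TADs with a LAD coverage of at least 0.2.

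The paper states that ACF is preserved in group B, where the median here is -0.031 (p = 1.2e-04 across TADs) and passes the threshold neither with boundary bins kept (p = 0.536) nor with the median of bin pairs (p = 0.576). It states that the variance is lowest in group D, which holds here, although group B against D gives p = 0.0647 (n = 69 and n = 70 TADs). It states that contacts within inactive chromatin rise, where the exact Wilcoxon p is 0.557 here and 0.00195 with the PC1 of Lam-KD cells. The inactive class here holds 1156 bins, against 1868 in the paper. With the added PC1 of observed/expected minus 1, which has 1898 such bins, the change is 0.052. There 20 of 21 pairs are higher (exact Wilcoxon test, p = 1.9e-06). Without centring, with 666 such bins, the change is negative. The paper states that the 36C TAD reduces its ACF, where the log2(FC) here is 0.0017 as a mean of bin pairs, -0.0029 as the paper's median of bin pairs, with 2 of 4 ratios below 0, and -0.067 for observed/expected contacts. The ACF the paper tabulates for this TAD in Lam-KD replicate 1 is 41.0 and the median of bin pairs in the map is 45.6. Its ACFs otherwise equal the medians of bin pairs within 0.1% for 275 to 277 of 277 TADs in each replicate, the other exceptions being a TAD on 3R from 7080001 to 7220000 in control replicate 2 and in Lam-KD replicate 1. It states that H3 acetylation is not elevated in inter-LADs, where LAD-poor regions have -0.085, and that its level rises in group A, where library totals give 0.075 against 0.077 in the paper and TMM gives -0.080.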

Other observations

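The comparisons of this part were chosen after the data were examined, except the quasi-likelihood test and DESeq2 in the last paragraph.

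On chromosome 4, which is small and rich in heterochromatin, 59 of 66 bins of 20 kb have more H3 acetylation in Lam-KD, with a median log2(FC) of 0.32. The 4 ratios of a Lam-KD to a control replicate range from 0.043 to 0.58 and the control replicates differ by 0.11, and scaling by TMM puts the lowest ratio below 0. The share of ChIP counts on chromosome 4 is 0.467% ± 0.0228 (SD, n = 2) in control and 0.540% ± 0.109 in Lam-KD. On the heterochromatin scaffolds it is 1.91% ± 0.232 in control and 2.24% ± 0.314 in Lam-KD, a difference within the spread of the replicates. The share on X is 13.4% in both groups.

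Among all 20-kb bins of the autosomes, ranked by control H3 acetylation, the median log2(FC) goes from 0.32 in the lowest of 10 levels to -0.24 in the highest. The same ranking of the ratio of the control replicates goes from 0.091 to -0.028.

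None of the 85 tested genes that could be matched to a symbol passes an adjusted p of 0.05, the lowest being 0.524 in edgeR's quasi-likelihood test, 0.135 in its exact test and 0.384 with DESeq2.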
